# The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis

**DOI:** 10.1371/journal.pbio.1000539

**Published:** 2010-11-16

**Authors:** Tokameh Mahmoudi, Sylvia F. Boj, Pantelis Hatzis, Vivian S. W. Li, Nadia Taouatas, Robert G. J. Vries, Hans Teunissen, Harry Begthel, Jeroen Korving, Shabaz Mohammed, Albert J. R. Heck, Hans Clevers

## Abstract

Wnt signaling maintains the undifferentiated state of intestinal crypt progenitor cells by inducing the formation of nuclear TCF4/β-catenin complexes. In colorectal cancer, activating mutations in Wnt pathway components cause inappropriate activation of TCF4/β-catenin-driven transcription. Despite the passage of a decade after the discovery of TCF4 and β-catenin as the molecular effectors of the Wnt signal, few transcriptional activators essential and unique to the regulation of this transcription program have been found. Using proteomics, we identified the leukemia-associated Mllt10/Af10 and the methyltransferase Dot1l as Tcf4/β-catenin interactors in mouse small intestinal crypts. Mllt10/Af10-Dot1l, essential for transcription elongation, are recruited to Wnt target genes in a β-catenin-dependent manner, resulting in H3K79 methylation over their coding regions in vivo in proliferative crypts of mouse small intestine in colorectal cancer and Wnt-inducible HEK293T cells. Depletion of MLLT10/AF10 in colorectal cancer and Wnt-inducible HEK293T cells followed by expression array analysis identifies MLLT10/AF10 and DOT1L as essential activators to a large extent dedicated to Wnt target gene regulation. In contrast, previously published β-catenin coactivators p300 and BRG1 displayed a more pleiotropic target gene expression profile controlling Wnt and other pathways. *tcf4, mllt10/af10*, and *dot1l* are co-expressed in Wnt-driven tissues in zebrafish and essential for Wnt-reporter activity. Intestinal differentiation defects in *apc*-mutant zebrafish can be rescued by depletion of Mllt10 and Dot1l, establishing these genes as activators downstream of Apc in Wnt target gene activation in vivo. Morpholino-depletion of *mllt10/af10-dot1l* in zebrafish results in defects in intestinal homeostasis and a significant reduction in the in vivo expression of direct Wnt target genes and in the number of proliferative intestinal epithelial cells. We conclude that Mllt10/Af10-Dot1l are essential, largely dedicated activators of Wnt-dependent transcription, critical for maintenance of intestinal proliferation and homeostasis. The methyltransferase DOT1L may present an attractive candidate for drug targeting in colorectal cancer.

## Abstract 2

The leukemia-associated Mllt10/Af10 and its partner the histone methyltransferase Dot1l are identified as Tcf4/β-catenin co-activators and shown to be essential for Wnt-driven endogenous gene expression, intestinal development and homeostasis.

## Author Summary

The canonical Wnt pathway is a key regulatory pathway controlling intestinal cell proliferation, differentiation, and stem cell maintenance, and its deregulation leads to malignancies in the mammalian gut. A decade has passed since the discovery of the transcription factors TCF4-β-catenin as the downstream intestinal molecular effectors of Wnt, but few transcriptional activators essential and unique to the regulation of this transcription program have been found. In this study, using a proteomics approach, we identify the leukemia-associated Mllt10/Af10 and its partner the histone methyltransferase Dot1l as interactors with Tcf4/β-catenin in the mouse small intestinal epithelium. We demonstrate that Mllt10/Af10–Dot1l are recruited to Wnt target genes in intestinal epithelial cells and are essential to regulate expression of these targets. We also show a genetic link between the Wnt pathway and Mllt10/Af10-Dot1l in zebrafish and delineate their essential role in Wnt-driven endogenous gene expression. Finally, we demonstrate the physiological role of Mllt10/Af10-Dot1l in Wnt-driven intestinal development and homeostasis; depletion of Mllt10/Af10-Dot1l in zebrafish embryos mimics the Tcf4-depleted phenotype in which significant intestinal proliferation defects accompany a decrease in total number of intestinal cells. We conclude that the enzyme Dot1l may present an attractive candidate for drug targeting in colorectal cancer.

## Introduction

The canonical Wnt signaling pathway has been shown to play a central role in cell proliferation, differentiation, and stem cell maintenance [1]. Wnt signaling controls developmental fates through the regulation of transcription of TCF/LEF target genes. β-catenin functions as a dedicated transcriptional coactivator of TCF/LEF transcription factors [2]–[4]. TCF4 constitutes the main molecular effector of this process in the intestinal epithelium [5]. In the absence of a Wnt signal, the cytosolic levels of β-catenin are kept low by a protein complex (the destruction complex) including AXIN, APC, and GSK3 [6]–[8], which induces phosphorylation of β-catenin resulting in its ubiquitination and degradation by the proteasome [9],[10]. In the absence of β-catenin, TCF4 is thought to function as a repressor of Wnt target gene expression, in part via interaction with a number of repressive cofactors such as TLE/Groucho [11],[12]. Upon Wnt signaling, the activity of the destruction complex is inhibited and β-catenin is no longer phosphorylated and translocates to the nucleus, where it interacts with TCF4 to turn on the Wnt genetic program in crypt stem/progenitor cells [5],[13].

In colorectal cancer, activating mutations in Wnt pathway components, such as APC, AXIN1, or β-catenin [14]–[16], lead to the stabilization and constitutive nuclear localization of β-catenin. The constitutive presence of TCF4/β-catenin complexes locks the Wnt transcriptional program, normally active only in crypt stem cells and progenitors, in the “on” state, resulting in malignancies in the gut.

The β-catenin/TCF4 complex is thought to drive TCF4 target gene expression by recruitment of activating cofactors [17]. Genetic approaches in *Drosophila* have led to the identification of Pygopus and Lgs/BCL9 as cofactors of β-catenin/TCF mediated transcription [18]. The c-terminus of β-catenin has been shown to bind several transcriptional coactivators, including Hyrax/Parafibromin [19]. In addition, components of the two broad classes of chromatin modulating complexes, ATP dependent chromatin remodelers and enzymes that mediate covalent modifications on histones, have been implicated in β-catenin mediated transcriptional regulation. We have previously found that the chromatin remodeling factor BRG-1 can interact with β-catenin to promote activation of certain TCF target genes [20]. Another chromatin remodeling enzyme, ISWI, and the mixed lineage leukemia H3K4 histone methyltransferase, MLL, were found to co-precipitate with the β-catenin c-terminus [21]. TBP and the acetyl transferases CBP and p300 have also been implicated in linking β-catenin to the transcription machinery, allowing access of transcription activators to target gene promoters [22]–[24]. Recently, we and others have identified the kinase TNIK as a TCF4/β-catenin interactor essential to and specific for Wnt-dependent target gene activation [25],[26].

Despite the passage of a decade after the discovery of TCF4 and β-catenin as the molecular effectors of the Wnt signal, few transcriptional activators essential and unique to the regulation of this transcription program have been found. The identification and study of the complete repertoire of nuclear TCF4/β-catenin coactivator complex components dedicated to this transcriptional program is both required to unveil the key targets and mechanistic events responsible for initiation and progression of cancer and also critical to the definition of potential therapeutic targets in colorectal cancer.

## Results

We applied a Mass Spectrometry approach to identify novel components of the endogenous Tcf4 complex in the mouse small intestinal epithelium. Working under the premise that intestinal crypt cells contain activating Tcf4/β-catenin complexes and that villus cells contain repressive Tcf4 complexes, we obtained separated mouse intestinal crypt and villus cells, using a mechanical fractionation method [25]. This method combines incubations of small intestine sections in chelating solutions with vigorous shaking, followed by separation of crypt and villus fractions according to size by sieving through a mesh. We confirmed the purity of the fractions by the exclusive presence of the Wnt target gene cMyc in the crypt fraction and the villus-specific marker Keratin20 in the villus compartment (Figure 1C) [25]. To identify potential Tcf4 coactivators, we immunopurified Tcf4 from purified crypt fractions and used isotype-matched IgGs as the control. The purified Tcf4 complex was subjected to SDS-PAGE and Coomassie staining, followed by Mass Spectrometry analysis of the Tcf4-associated proteins (Table S1) [25]. We identified Tcf4 and, as a positive control, β-catenin as a Tcf4 interacting protein specifically in the Tcf4 immunoprecipitations, demonstrating the validity of this approach in identifying Wnt-activated Tcf4 complexes from small intestinal crypts [25]. We thus identified the leukemia-associated Mllt10 (Af10) as an interactor of the Tcf4 complex in the crypt proliferative compartment (Figure S1A). MLLT10/AF10 was initially identified as one of the MLL translocation partners in leukemia [27]. It has also been found fused to clathrin-assembly protein-like lymphoid-myeloid (CALM) in acute myeloid leukemia (AML) and T-cell acute lymphoblastic leukemia (T-ALL) [28],[29]. MLLT10/AF10 interacts with the H3K79 histone methyltransferase DOT1L [30]. Histone modifications play an important role in the modulation of chromatin structure and gene expression. Methylation of lysine 79 of histone H3 (H3K79) is a widespread activating histone modification, which is deposited by DOT1L, the only known H3K79 methyltransferase gene in mammalian cells [31],[32]. The interaction between MLLT10/AF10 and DOT1L was proposed to underlie the main molecular mechanism of leukemogenesis by the MLL-MLLT10/AF10 and CALM-MLLT10/AF10 fusions [30],[33]; mis-targeting of DOT1L and the resulting activating H3K79 methylation causes aberrant activation of target genes, such as Hoxa5, leading to leukemia.

**Figure 1:**
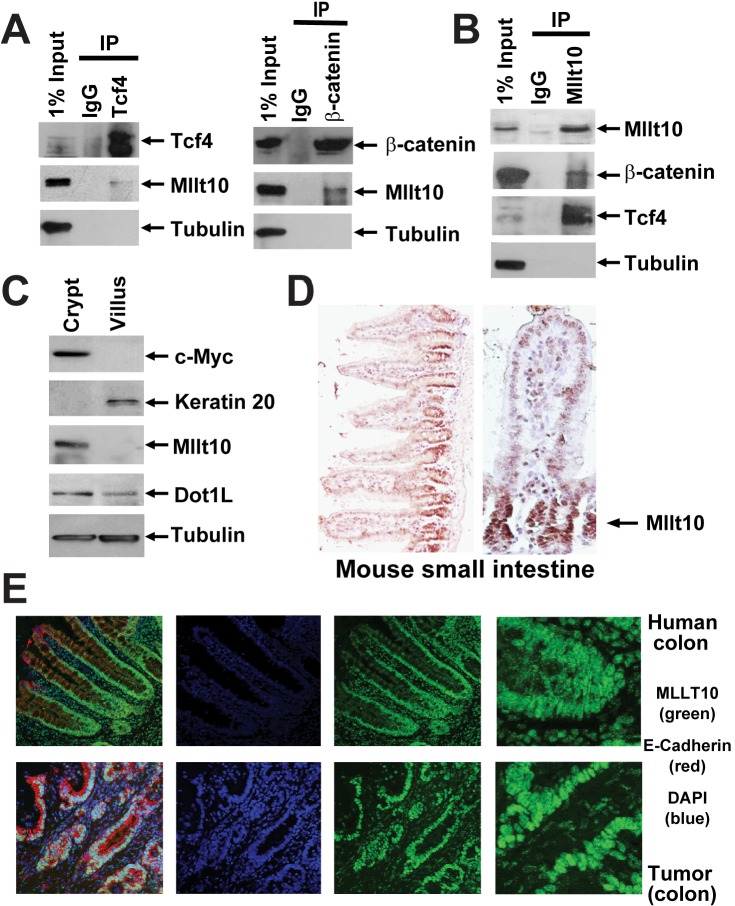
Mllt10/Af10 co-immunoprecipitates with Tcf4 in the mouse small intestinal crypt. (A) Cell lysates from purified crypt fractions were immunoprecipitated with antibodies directed against endogenous Tcf4, β-catenin, and (B) Mllt10/Af10 as indicated and analyzed by Western blotting with the indicated antibodies. (C) Western blot analysis of mechanically fractionated crypt and villus from mouse small intestine using antibodies directed against a gene expressed specifically in the crypt (c-Myc), villus (Keratin 20), Tubulin as control, as well as Mllt10/Af10 and Dot1l. (D) Mllt10/Af10 antibody staining on mouse small intestinal epithelium. Arrow indicates expression in the crypt proliferative compartment. (E) Confocal image for MLLT10/AF10 (green), E-Cadherin (red), and the nuclei counter stained with DAPi (blue). MLLT10/AF10 is expressed in nuclei of normal colon epithelium in a gradient concentrated at the crypt bottom and in colorectal cancer cells.

### Mllt10/Af10 Co-Immunoprecipitates with Tcf4 in Mouse Small Intestinal Crypts

To confirm that Mllt10/Af10 interacts with Tcf4, we immunoprecipitated Tcf4 complexes from crypt lysates and probed for the association with endogenous Mllt10/Af10 by Western blotting using an antibody specific for Mllt10/Af10. The Tcf4 complex contained Mllt10/Af10 in the crypts of the small intestinal epithelium (Figure 1A left panel). Immunoprecipitation of β-catenin complexes from crypts followed by Western blot analysis confirmed the association with Mllt10/Af10 (Figure 1A right panel). The same interactions were also detected and confirmed in reverse Western blot analysis of the Mllt10/Af10-associated proteins immunoprecipitated from crypts using antisera directed against Mllt10/Af10 (Figure 1B). These results demonstrated that Mllt10/Af10 specifically interacts with Tcf4/β-catenin complexes in mouse small intestinal crypts.

### Mllt10/Af10 Is Expressed in Crypt (But Not Villus) Compartments

In the mouse small intestine, Mllt10/Af10 was found to be expressed specifically in the crypt proliferative compartment and not the villus as shown by Western blotting on purified crypt and villus fractions (Figure 1C) and by immunohistochemistry (Figure 1D). In healthy human colon, MLLT10/AF10 was expressed in a decreasing gradient with the highest concentration at the bottom of the crypts (Figure 1E top panel). MLLT10/AF10 was also highly expressed in human colon tumor samples (Figure 1E bottom panel). The expression of MLLT10/AF10 specifically in the proliferative crypt compartment was consistent with its potential role as an activator of Wnt dependent transcription.

### Specific Enrichment of Mllt10/Af10, Dot1l, and H3K79 Methylation at Wnt Target Genes in Proliferative Crypts of Mouse Small Intestine

To test whether Mllt10/Af10 interacts with Tcf/β-catenin target gene chromatin in vivo, we performed chromatin immunoprecipitation (ChIP) assays on mouse small intestinal epithelium (Figure 2 and Figure S2). The purified crypt and villus fractions consist of single-cell layers, allowing direct formaldehyde fixation, an essential step in ChIP. We performed direct conventional ChIP coupled to quantitative PCR (qPCR) and confirmed the technical effectiveness of ChIP on isolated crypts and villi. We designed primers spanning the upstream regulatory regions, gene body, and downstream regulatory regions of the well-described Wnt target genes mouse *Axin2* (Figure 2A) and mouse *c-Myc* (Figure S2A). Chromatin prepared from crypt and villus was subjected to ChIP with antibodies specific for Tcf4, β-catenin, and Mllt10/Af10. As the histone H3K79 methyltransferase, and Mllt10/Af10 interacting partner, Dot1l was also identified in the crypt Tcf4 complex by Mass Spectrometry, although with a less robust score (Figure S1B), we also performed ChIPs with antibodies specific for Dot1l, as well as for the activating H3K79 di- and tri-methyl marks.

**Figure 2:**
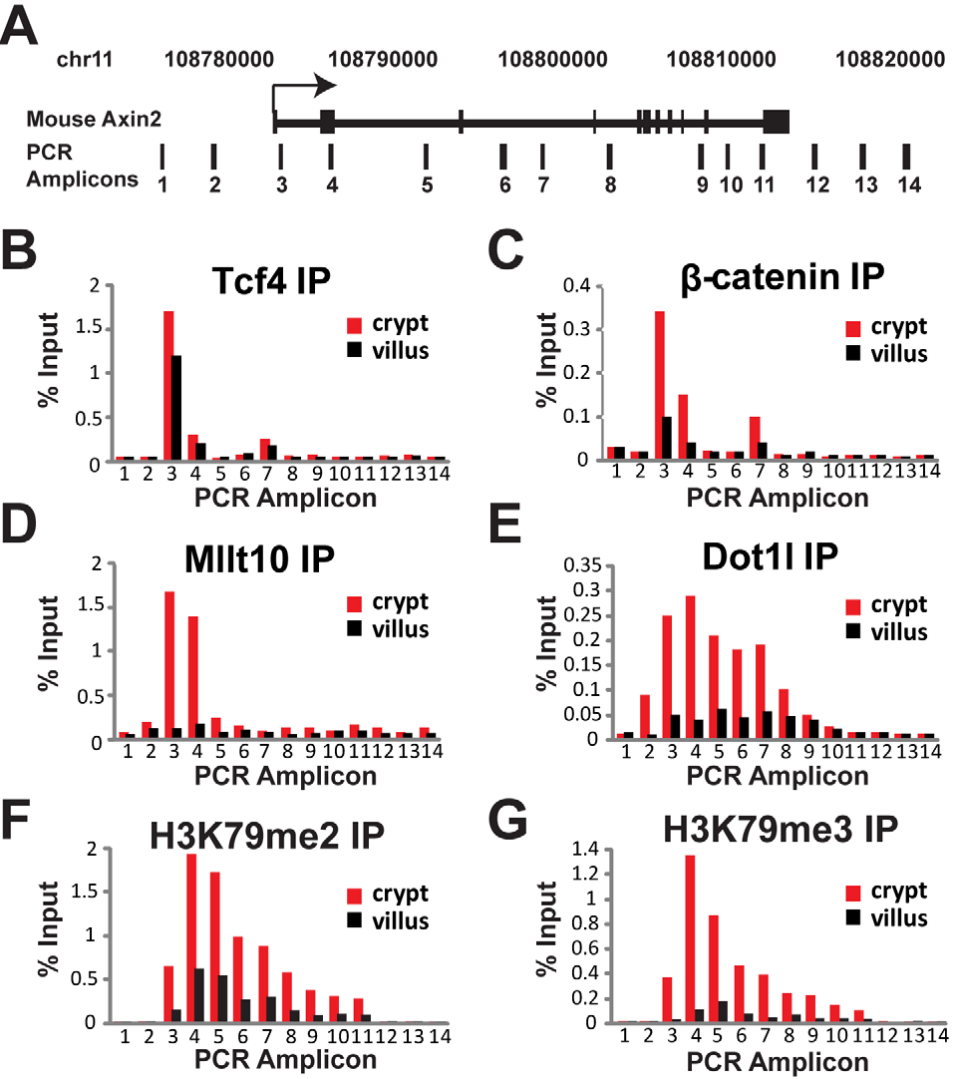
Specific enrichment of Mllt10/Af10 and Dot1l, and H3K79 methylation at *Axin2* regulatory regions in mouse proliferative crypts. (A) Schematic representation of the mouse *Axin2* locus and amplicons scanned in Chromatin immunoprecipitation experiments by qPCR. Purified crypt and villus fractions from mouse small intestine were subjected to ChIP using antibodies against Tcf4 (B), β-catenin (C), Mllt10/Af10 (D), Dot1l (E), H3K79 dimethyl (F), and H3K79 trimethyl (G). Chromatin was immunoprecipitated with the specified antibodies followed by qPCR using primer pairs spanning the mouse *Axin2* locus as indicated in (A). Results are presented as percentage immunoprecipitated over input and are representative of three independent experiments.

qPCR analysis of the immunoprecipitated material with primers specific for the mouse *Axin2* and *c-Myc* loci indicated that Mllt10/Af10 and Dot1l were specifically recruited to the promoters of Wnt target genes *Axin2* and *c-Myc* in the proliferative crypt and not the differentiated villus compartment (Figure 2D and 2E and Figure S2D and S2E). Mllt10/Af10 enrichment was specific to the Tcf4-occupied regions of *Axin2* and *c-Myc* and not the non-bound upstream and downstream control regions. Dot1l enrichment was also observed at the Tcf4-bound regions and additionally spanned the transcribed gene body (Figure 2E and Figure S2E). As expected, Tcf4 was bound specifically to the target genes in both the crypt and villus while β-catenin was enriched on the target promoters specifically in the crypts (Figure 2B and 2C and Figure S2B and S2C). Importantly, the activating H3K79 di- and tri-methyl marks were enriched on the Wnt target gene transcribed regions specifically in the crypt, mimicking Dot1l enrichment (Figure 2F and 2G and Figure S2F and S2G). Together, these results agreed with the notion that Mllt10/Af10 and Dot1l are part of the Tcf4/β-catenin transcriptional complex in vivo.

### Recruitment of MLLT10/AF10-DOT1L to Wnt Target Genes Is β-catenin Dependent

We next examined the interaction between TCF4, β-catenin, and MLLT10/AF10-DOT1L in the Ls174T colorectal carcinoma cell line (CRC). In this cell line a point mutation in β-catenin results in its constitutive stabilization and activation of the Wnt pathway. This Wnt “on” system mimics the proliferative crypt compartment, in which the Wnt pathway is active. MLLT10/AF10 was immunoprecipitated from Ls174T CRCs and probed for interaction with TCF4, β-catenin, and DOT1L by Western blotting (Figure 3A). Both TCF4 and β-catenin specifically associated with MLLT10/AF10, highlighting the conserved nature of this interaction. Similarly, DOT1L was immunoprecipitated from Ls174T cells and probed for interaction with TCF4, β-catenin, and MLLT10/AF10 by Western blotting. Again, TCF4 and β-catenin were present in the DOT1L complex, and as expected, MLLT10/AF10 also interacted with DOT1L (Figure 3B). Conversely, MLLT10/AF10 and DOT1L were detected in immunoprecipitates of TCF4 and β-catenin from Ls174T CRCs, confirming the reciprocal interaction (Figures S3A).

**Figure 3:**
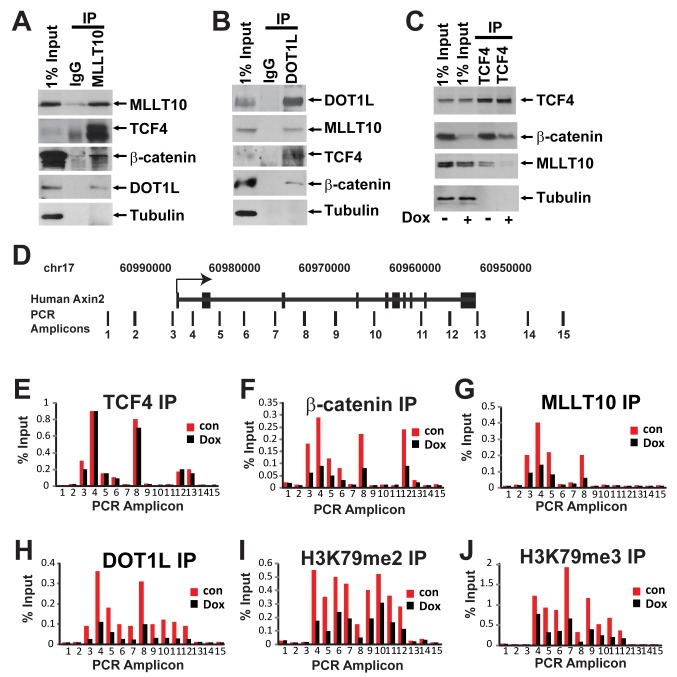
β-catenin-dependent H3K79 methylation and MLLT10/AF10, DOT1L recruitment to human *AXIN2* gene. Cell lysates from Ls174T CRCs were immunoprecipitated with antibodies against endogenous MLLT10/AF10 (A) and DOT1L (B) complexes and analyzed by Western blotting with the indicated antibodies. (C) MLLT10/AF10 interaction with TCF4 is mediated by β-catenin. Western blot analysis of β-catenin depletion in Ls174T cells expressing doxycycline (Dox)-inducible β-catenin shRNA. Immunoprecipitated TCF4-protein complexes from untreated or Dox-treated cells were resolved by SDS-PAGE followed by Western blotting with the indicated antibodies. (D) Schematic representation of the human *AXIN2* locus and amplicons scanned in Chromatin immunoprecipitation experiments by qPCR. ChIP in Ls174T CRCs uninduced or induced with Dox using antibodies specific for TCF4 (E), β-catenin (F), MLLT10/AF10 (G), DOT1L (H), H3K79 dimethyl (I), and H3K79 trimethyl (J). The immunoprecipitated DNA was analyzed by qPCR using primers specific for the *AXIN2* locus as indicated. Results are presented as percent immunoprecipitated over input and are representative of three independent experiments.

To examine whether the TCF4-MLLT10/AF10-DOT1L interaction is mediated by β-catenin, we used an Ls174T CRC cell line that inducibly expresses a shRNA against β-catenin in response to doxycycline treatment [5]. In these cells, β-catenin is significantly depleted at 72 h post-doxycycline treatment (Figure 3C). This depletion results in abrogation of the constitutive transcriptional activity of the Wnt pathway. We immunoprecipitated TCF4 from Ls174T cells untreated or treated with doxycycline and probed for the presence of MLLT10/AF10 in the transcriptional complex. Depletion of β-catenin resulted in loss of binding of MLLT10/AF10 to TCF4, suggesting that β-catenin bridges the interaction between TCF4 and MLLT10/AF10 (Figure 3C). Using the same system we then examined the recruitment of TCF4, β-catenin, MLLT10/AF10, DOT1L, and H3K79 methylation on the human TCF4 target genes *AXIN2* and *c-MYC* in vivo by ChIP in the presence or absence of β-catenin (Figure 3D–3J and Figure S3B–S3H). We designed primers spanning the upstream region, gene body, and downstream region of human *AXIN2* and *c-MYC* genes (Figure 3D and Figure S3B). As observed previously in the mouse small intestinal epithelium, TCF4 is present on the *AXIN2* and *c-MYC* regulatory regions in Ls174T CRCs [34] and not the control upstream/downstream unbound regions regardless of the presence or absence of β-catenin (Figure 3E and Figure S3C). As expected, removal of β-catenin by shRNA resulted in its removal from the *AXIN2* and *c-MYC* loci (Figure 3F and Figure S3D). Importantly, while MLLT10/AF10-enrichment mimicked TCF4 binding on the *AXIN2* and *c-MYC* loci in the presence of β-catenin, this enrichment was abrogated upon β-catenin depletion (Figure 3G and Figure S3E). Similarly to its binding pattern in the mouse small intestinal crypts, DOT1L recruitment to *AXIN2* and *c-MYC* target genes was enriched on TCF4 bound regions and spanned the transcribed gene body. Again, DOT1L enrichment was β-catenin dependent (Figure 3H and Figure S3F). The pattern of enrichment of the activating H3K79 di- and tri-methyl marks mimicked DOT1L binding; depletion of β-catenin reduced di-/tri-methylation of H3K79 on *AXIN2* and *c-MYC* (Figure 3I and 3J and Figure S3G and S3H). Therefore, we concluded that MLLT10/AF10-DOT1L recruitment to the Wnt target genes *AXIN2* and *c-MYC* is mediated by β-catenin. To determine whether MLLT10/AF10 interacts directly with β-catenin, we generated recombinant GST fusion constructs of TCF4, β-catenin, as well as C-terminal and N-terminal MLLT10/AF10. We performed GST-pulldown assays with in vitro transcribed and translated S^35^ labeled MLLT10/AF10 and β-catenin deletion mutants (Figure S4A–S4C). We found that MLLT10/AF10 directly interacts with the β-catenin C-terminal domain.

### MLLT10/AF10 Is an Essential Activator Dedicated to TCF-Driven Activation of Wnt Targets

The expression of Mllt10/Af10 specifically in the proliferative crypt intestinal compartment and its recruitment to Wnt target genes in a β-catenin-dependent manner were consistent with its function as a β-catenin-recruited coactivator. To test this, we depleted MLLT10/AF10 from Ls174T CRCs containing an integrated Tcf reporter using siRNA specifically targeting MLLT10/AF10 (Figure 4A). Significant depletion of MLLT10/AF10 was achieved while β-catenin and DOT1L expression was unaffected as shown by Western blotting (Figure 4A top panel). Removal of MLLT10/AF10 by siRNA resulted in specific suppression of the integrated TCF luciferase reporter (“TOP”) activity, while activity of the mutant renilla reporter (“FOP”) remained unaffected (Figure 4A bottom panel). Thus, MLLT10/AF10 is required for optimal TCF/LEF driven transcription.

**Figure 4:**
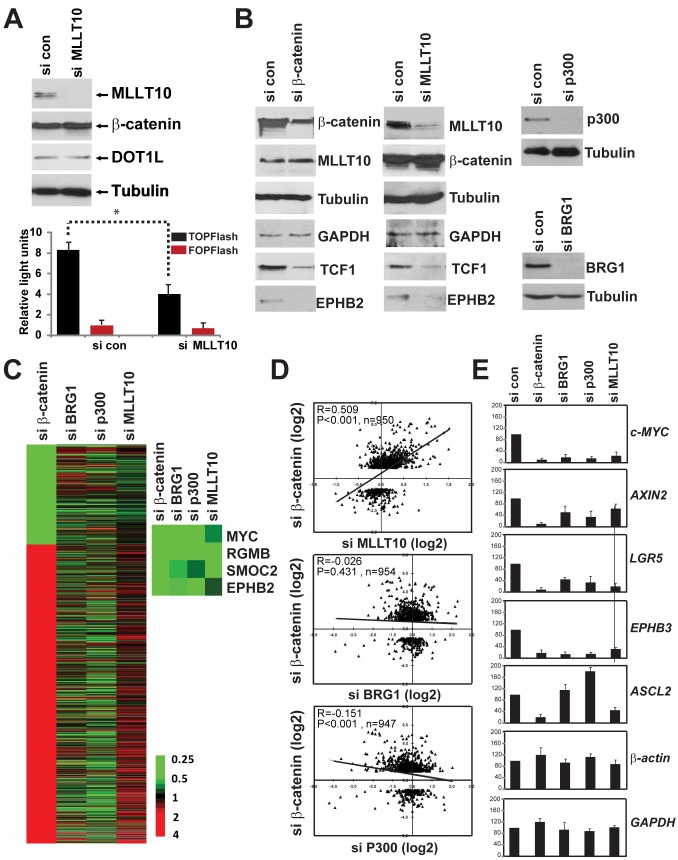
MLLT10/AF10 is an essential activator dedicated to TCF-driven activation of endogenous Wnt target genes. (A) Loss of MLLT10/AF10 abrogates TCF/LEF driven transcriptional activation. siRNA mediated depletion of MLLT10/AF10 reduces β-catenin/TCF driven transcription in Ls174T CRCs. Activity of the integrated TOPFlash (black bars) and FOPFlash (red bars) is shown. Error bars represent standard deviation from three independent experiments (*) *p* value = 0.009. Expression of MLLT10/AF10, β-catenin, DOT1L, and control Tubulin was analyzed by Western blotting after depletion of MLLT10/AF10. (B) Western blot analysis of MLLT10/AF10, β-catenin, BRG1, p300, and the endogenous TCF4 targets TCF1 and EPHB2, and control Tubulin and GAPDH protein levels in Ls174T CRCs after siRNA depletion of MLLT10/AF10 or β-catenin as indicated. (C) Heat map showing 1003 Wnt regulated transcripts (more than 2-fold variation upon *β-catenin* depletion) in Ls174T CRCs, and comparison of corresponding expression pattern after siRNA suppression of *BRG1*, *p300*, and *MLLT10/AF10*. Green, down-regulated after *β-catenin* suppression; red, upregulated after *β-catenin* suppression; grey, missing data. Representatives of known Wnt target genes are listed on the right. (D) Pearson correlation of Wnt target genes upon *β-catenin* knockdown (*x*-axis: fold change (log2)) and after siRNA suppression of *MLLT10/AF10* (top), *BRG1* (middle), or *p300* (bottom) (*y*-axis: fold change (log2)). (E) Relative expression levels of Wnt target genes *c-MYC*, *AXIN2*, *LGR5*, *EPHB3*, and *ASCL2* in Ls174T CRC by RT-qPCR of RNA isolated 85 h after siRNA transfection. Bar graphs represent the mean of two independent experiments, each analyzed in triplicate by RT-qPCR.

We next examined the expression levels of several TCF4/β-catenin endogenous target genes upon depletion of MLLT10/AF10 or β-catenin, the latter as a positive control, from Ls174T cells (Figure 4B). Western blot analysis indicated that β-catenin and MLLT10/AF10 were efficiently depleted by the respective siRNAs. As expected, depletion of β-catenin resulted in down-regulation of the TCF4 target genes TCF1 [35] and EPHB2 [36] (Figure 4B left panel). Consistent with its role as an activator of Wnt target genes, depletion of MLLT10/AF10 also resulted in down-regulation of the endogenous TCF4 target genes TCF1 and EPHB2, while the controls Tubulin and GAPDH were not affected (Figure 4B right panel).

To examine the specificity of MLLT10/AF10 in Wnt transcriptional regulation, we performed microarray analysis in Ls174T colorectal cancer cells comparing the effect of MLLT10/AF10 depletion with two other known Wnt coactivators, BRG1 [20] and p300 [22]. 

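RNA from Ls174T cells, a human colorectal cancer line in which the Wnt pathway is constitutively active, was hybridized to 6 dual-color Agilent Whole Human Genome arrays. β-catenin-depleted RNA was compared directly with si-control RNA on 2 of these arrays, the second with the dyes exchanged. RNA from si-control, MLLT10/AF10-, BRG1-, and p300-depleted cells was each hybridized to 1 array together with universal human reference RNA. Each condition is represented by 1 biological replicate, and the dye exchange measures the same RNA again, so no difference has a replicate check and no p-values are given. Every array carries 45015 features, of which 43376 are not control spots. For each feature the authors deposited the background-subtracted and dye-normalized signal of both channels and the log10 ratio of Cy5 to Cy3, as calculated by the Feature Extraction program. The ratios were turned to depleted over control RNA, or to sample over reference RNA, and converted to log2. The change after depletion of MLLT10/AF10, BRG1, or p300 is the ratio of that array minus the ratio of the si-control array, and the change after β-catenin depletion is the mean of the dye-exchanged pair. As in the methods, a feature was well-measured where the signal of either channel was more than 2-fold above local background, here on every array compared. Features marked as outliers by the program, between 84 and 179 per array, were left out. The pair of β-catenin arrays had 18104 and 23077 well-measured features, and the 4 reference arrays had 27717 to 31011, with a median of 29634. The program's own error of a log2 ratio had a median of 0.21 on the β-catenin arrays and of 0.22 to 0.23 on the reference arrays. The si-control and MLLT10/AF10 arrays lay on the same slide and the BRG1 and p300 arrays on another, so slide cannot be told apart from this grouping of the siRNAs. The siRNA targets were checked first. After β-catenin depletion, CTNNB1 changed by −2.70 and −2.49 on the log2 scale on its 2 probes. MLLT10 changed by −1.42 after its own depletion on the probe that stayed well above background. SMARCA4, which encodes BRG1, changed by −2.53, −2.48, and −2.24 on its 3 probes after BRG1 depletion. For EP300, which encodes p300, 1 probe changed by −0.60 (program error 0.48) after p300 depletion and was not well above background there. The other changed by −1.31, with 4 of its 8 usable spots still well above background, so this value is limited by the signal.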

The Wnt target gene program in Ls174T CRCs was identified by the resulting differential gene expression pattern (genes with greater than 2-fold variation) following depletion of β-catenin by siRNA. With this criterion 1,003 transcripts were identified representing 827 unique genes (Figure 4C and Table S2). 

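In the deposited data, 17706 features were well-measured on both β-catenin arrays, and 992 of them changed more than 2-fold after β-catenin depletion. Of these, 751 (75.7%) rose and 241 fell. The 992 features belong to 938 probes, and the RefSeq accessions of 94.9% of the features that have one could be matched to a gene symbol, which gave 643 different genes among the 992. Only 3 of the 992 features changed in opposite directions on the 2 arrays, and the changes on the 2 arrays correlated across these features with r = 0.945. Both values are favored by the selection, which used the mean of the same 2 arrays. Without this selection r was 0.872, and 769 features changed more than 2-fold on both arrays. Signal limited part of the list, since 183 of the 992 features (18.4%) were not well above background in both channels of both arrays. The number depended most on the threshold, as 3152 features changed more than 1.5-fold. The largest increases were those of IL1R2 (log2 change 5.27, program error 0.38), AKR1B10 (5.23, program error 0.38), and FABP1 (5.07, program error 0.37). The largest decreases were those of CYTIP (−3.34, program error 0.27), PTPRO (−3.12, program error 0.26), and ASCL2 (−2.81, program error 0.23).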

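Across the features that changed more than 2-fold after β-catenin depletion and were also well-measured on the knockdown arrays, Pearson's r with the β-catenin changes was 0.505 (95% interval 0.456 to 0.551, 936 features) for MLLT10/AF10 depletion. For BRG1 depletion it was −0.0275 (95% interval −0.0912 to 0.0365, 941 features), and for p300 depletion −0.154 (95% interval −0.216 to −0.0904, 934 features). The intervals come from Fisher's z across features of 1 comparison, and features are not independent replicates. The knockdown arrays share no array with the β-catenin pair, and in 100 simulated draws with no change after MLLT10/AF10 depletion r lay between −0.0789 and 0.0914. These draws give each array its own error. The si-control RNA of the pair and of the si-control array may come from the same culture, and a correlation from that source was not simulated. It would enter the BRG1 and p300 values as well. Most of the features rose after β-catenin depletion. Among the features that rose, r was 0.408 for MLLT10/AF10 (701 features), −0.083 for BRG1 (705 features), and −0.238 for p300 (698 features). Among the features that fell, r was −0.081 for MLLT10/AF10 (235 features), 0.0389 for BRG1 (236 features), and 0.0816 for p300 (236 features). Of the features that fell, 67.7% were also lower after MLLT10/AF10 depletion, 50.4% after BRG1 depletion, and 55.1% after p300 depletion, and of those that rose, 76.5%, 40.7%, and 33.8% were also higher. The largest shift of the MLLT10/AF10 value came from taking all well-measured features in place of those past 2-fold, which gave 0.304, with 0.00515 for BRG1 and −0.0721 for p300.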

Comparison of the corresponding expression pattern of these Wnt target genes in the absence of MLLT10/AF10, BRG1, and p300, respectively, shows that β-catenin suppression shares better expression pattern similarity and correlation with MLLT10/AF10 depletion (Pearson correlation coefficient = 0.509) than BRG1 (Pearson correlation coefficient = −0.026) or p300 (Pearson correlation coefficient = −0.151) (Figure 4D). Despite the poor correlation of BRG1 and p300 with Wnt regulation (si β-catenin), several known Wnt target genes such as c-*MYC*, *RGMB*, *SMOC2*, and *EPHB2* were found to be downregulated in all four panels (Figure 4C). 

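The probe for MYC with 10 spots per array changed by −1.15 on the log2 scale after β-catenin depletion (program error 0.16), −0.28 after MLLT10/AF10 depletion (0.29), −0.60 after BRG1 depletion (0.29), and −1.26 after p300 depletion (0.31). The change of MYC after MLLT10/AF10 depletion is smaller than its program error, and a second MYC probe was not well above background. This error is the mean over the spots and is not reduced for their number, so it does not give the error of the 10-spot mean. RGMB has 2 probes. The probe A_24_P363100 changed by −2.42, −0.87, −0.81, and −1.24 in the same order, whereas the probe A_23_P58796 changed by −2.03 and −0.54 after β-catenin and MLLT10/AF10 depletion and by 0.24 and 0.23 after BRG1 and p300 depletion. SMOC2 changed by −1.94 after β-catenin depletion (program error 0.19), −0.63 after MLLT10/AF10 depletion (0.95), −0.44 after BRG1 depletion (0.96), and −0.25 after p300 depletion (0.98). EPHB2 changed by −0.94 after β-catenin depletion (program error 0.16), which is less than 2-fold, and by −0.19 (0.54), −0.53 (0.52), and −0.69 (0.51) after MLLT10/AF10, BRG1, and p300 depletion. When the sample channel was used alone, without the reference channel, the BRG1 change became 0.26 for the RGMB probe A_24_P363100, 0.36 for EPHB2, and 0.69 for SMOC2, and the p300 change of SMOC2 lay just above 0. The MLLT10/AF10 changes of all 4 genes stayed below 0. Some probes of ACTB, TUBA1B, and GAPDH, which are not among the named Wnt targets, also shifted upward after BRG1 depletion in this setting, beyond their program error. The MLLT10/AF10 array shares a slide with si-control and the BRG1 and p300 arrays do not, so slide cannot be told apart from siRNA in these shifts.

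**Figure D1:**
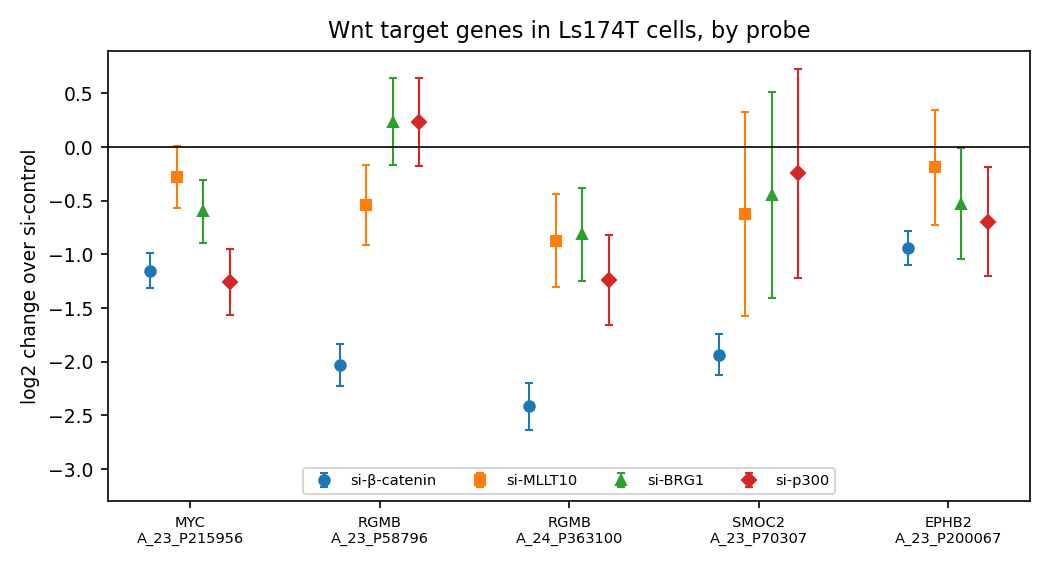
Log2 change over si-control of MYC, RGMB, SMOC2, and EPHB2 in Ls174T cells after depletion of β-catenin, MLLT10/AF10, BRG1, or p300, from the probes well above background in all 4 comparisons. Points are single comparisons and bars the program error of the log2 change. All 5 probes lie below 0 after β-catenin and MLLT10/AF10 depletion, and RGMB probe A_23_P58796 lies at 0.24 and 0.23 after BRG1 and p300 depletion.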

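The changes after MLLT10/AF10 depletion were smaller than those after β-catenin depletion. Their median was −0.08 in the features that fell after β-catenin depletion and 0.17 in those that rose. The same medians were −0.00 and −0.09 for BRG1 and −0.03 and −0.22 for p300. Of the features compared, 60 of 936 changed more than 1.5-fold after MLLT10/AF10 depletion, 174 of 941 after BRG1 depletion, and 229 of 934 after p300 depletion. Among the features that fell more than 2-fold after β-catenin depletion, 6 also fell more than 1.5-fold after MLLT10/AF10 depletion, 22 after BRG1 depletion, and 32 after p300 depletion. Among those that rose, 53, 52, and 46 also rose more than 1.5-fold. The reference channel holds the same RNA on every array. Its log2 differences from the si-control array had an SD of 0.09 for MLLT10/AF10, 0.43 for BRG1, and 0.42 for p300. Only the MLLT10/AF10 array shares the slide of si-control, so these counts cannot be separated from a difference between slides. The BRG1 and p300 changes correlated with each other (r = 0.66, 933 features). Simulated unchanged groups that share the si-control array gave a mean of 0.523 and a maximum of 0.599. For MLLT10/AF10 and BRG1 the observed value was 0.108, and for MLLT10/AF10 and p300 it was −0.0704, where the simulation gave means of 0.519 and 0.513. The simulation thus overstates the correlation from the shared array for these pairs, and the part of the 0.66 that comes from it is not known. The part that comes from the common slide of the BRG1 and p300 arrays is not known either. Ahead of its statement on shared targets and specificity, the paper cites expression pattern similarity, the correlation coefficients, and the genes lower in every panel.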

Our data suggest that while all three transcription coactivators are required for activation of certain Wnt target genes, MLLT10/AF10 demonstrates a higher specificity for Wnt transcription regulation than BRG1 and p300. To validate the microarray data in Ls174T CRC, we chose five representative genes—*c-MYC*, *AXIN2*, *LGR5*, *EPHB3*, and *ASCL2*—for quantitative RT-PCR validation (Figure 4E). All selected genes were downregulated upon depletion of MLLT10/AF10 and as a positive control β-catenin, while most but not all (*ASCL2*) Wnt targets were downregulated upon BRG1 and p300 depletion.

### MLLT10/AF10 and DOT1L Are Essential for and Largely Dedicated to the Wnt-Induced Transcriptional Program in the HEK293T System

Our data using the constitutive Wnt activated Ls174T CRC demonstrated that depletion of MLLT10/AF10-DOT1L reduced Wnt target gene expression. To demonstrate that activation of Wnt signaling in unstimulated cells results in a time-dependent association of MLLT10/AF10 and DOT1L on Wnt target gene promoters, we extended our studies to the physiologically relevant HEK293T system. In the latter, Wnt pathway components are intact but not mutationally activated. Wnt stimulation in these cells results in a time-dependent activation of a Wnt target gene program. ChIP analysis in HEK293T cells indicates that while TCF4 is enriched on the Wnt target genes *AXIN2* and *ZCCHC12* [25], in the absence or presence of Wnt, recruitment of β-catenin, MLLT10/AF10, DOT1L, and H3K79 di-/tri-methylation occurs in a Wnt dependent manner (Figure 5A–5F). 

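HEK293T, a human embryonic kidney line, was transfected with siRNA at 15 nM and treated for 9 h with Wnt3A or control medium. Its RNA was measured on 6 arrays of the same type as used for Ls174T cells, each carrying 1 sample and the universal reference RNA. One array held si-control cells in control medium, another si-control cells in Wnt3A medium, and the other 4 held MLLT10/AF10-, DOT1L-, BRG1-, or p300-depleted cells in Wnt3A medium. There is 1 replicate per condition. The Wnt3A change is the ratio of the si-control Wnt3A array minus that of the control medium array, and each knockdown change is the ratio of the knockdown array minus that of the si-control Wnt3A array. The latter array therefore enters every comparison, with opposite signs in the Wnt3A change and in the knockdown changes. Between 28220 and 30411 features (median 29085.5) were well-measured per array, the program error of a log2 ratio had a median of 0.22 on each of them, and 91 to 161 features per array were marked as outliers and left out. The si-control Wnt3A array lay on a slide without any other of these arrays. The control medium, MLLT10/AF10, and DOT1L arrays shared a slide, and the BRG1 and p300 arrays shared another. Slide and condition therefore cannot be told apart in any comparison with the si-control Wnt3A array. The target genes changed as follows in their own knockdowns, relative to si-control in Wnt3A medium. MLLT10 changed by −1.26 and −1.76 on its 2 probes, DOT1L by −1.41 and −1.97 on 2 probes and by 0.17 on the third, and SMARCA4 by −3.96, −4.00, and −3.95. EP300 changed by −2.35 on the probe that stayed well above background after p300 depletion.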

We performed siRNA-depletion of BRG1, p300, and MLLT10/AF10 in HEK293T cells stimulated with Wnt followed by microarray analysis. Unlike Ls174T cells in which depletion of DOT1L resulted in cell death, HEK293T cells appeared healthy upon DOT1L depletion. Therefore, we were also able to examine the requirement and specificity of DOT1L in Wnt target gene regulation in this system. Western blot analysis indicated efficient depletion of each protein in response to its corresponding siRNA (Figure 5G right panel). 

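In the deposited data 29012 features were well-measured on the control medium and si-control Wnt3A arrays. After 9 h of Wnt3A, 1172 of them were more than 1.5-fold higher and 777 more than 1.5-fold lower, 1949 in all. A gene symbol could be matched to 1397 of the 1949 features, which gave 1157 different genes. With the features marked as outliers kept, 1988 features passed, 1189 of them higher. The median log2 change of the 1172 features was 0.84, and 402 exceeded 2-fold. Of the 1172, 433 (36.9%) were not well above background in the sample channel of both arrays, compared with 4.19% of all features tested. The count depended strongly on how the signals were treated. It was 4682 when the sample channel was used alone, and 405 when both channels had to be more than 2-fold above background. Among the 28011 features also measured on the MLLT10/AF10 array, 1152 were induced, whereas simulated arrays without any change, drawn with the program error, gave 1338.38 on average. Replicate spots on these arrays had a median SD of 0.03 to 0.05 on the log2 scale, below the program error, so the spread between arrays is not known from these data. The largest increases were those of ACTL8 (log2 change 3.83, program error 0.41), C1QTNF5 (3.39, program error 0.39), and EGR1 (2.74, program error 0.55), and the largest decreases those of WDR17 (−2.49, program error 0.60), FOXP2 (−2.41, program error 0.63), and NOL4 (−1.96, program error 0.80). With the sample channel alone, the changes of WDR17 and FOXP2 became 1.00 and 0.85. AXIN2 rose by 1.08, 0.92, and 0.27 on its 3 probes.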

Transcripts representing 1,714 unique genes were identified as Wnt targets after stimulation with Wnt (Figure 5G and 5H and Table S3). 

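The Wnt3A-induced features had a median log2 change of −0.58 after MLLT10/AF10 depletion, −0.60 after DOT1L depletion, −0.92 after BRG1 depletion, and −0.86 after p300 depletion. Of these features, 85.1%, 83.7%, 90.3%, and 90.1% were lower in the respective knockdown than in si-control cells. None of 10000 random lists of the same size, matched on mean signal, had a median as low in any of the 4 knockdowns. This list is not independent of the comparison, because the si-control Wnt3A array defines the induced features and is also the control of each knockdown. Simulated unchanged groups with the same shared array gave mean medians of −0.38, −0.38, −0.37, and −0.38, with a lowest value of −0.41 in 100 draws. The observed medians lay below these values, by the least for MLLT10/AF10. Among the induced features well above background in the sample channel, the medians were −0.40, −0.36, −0.70, and −0.56, and the simulation gave −0.37 for each knockdown. In these features the MLLT10/AF10 and DOT1L medians lay within 0.04 of the simulated ones. The MLLT10/AF10 median was slightly below the lowest of the 100 draws (−0.39). The DOT1L median lay inside the range of its draws (−0.40 to −0.34). When the induced features were defined without that array, as those higher in the mean of the other 3 knockdown arrays than in control medium, the medians were 0.15, 0.15, −0.27, and 0.06, so the direction changed for MLLT10/AF10, DOT1L, and p300. A loss of induction in every knockdown would also keep features out of this set, so these medians do not decide between such a loss and chance error of the shared array. The features more than 1.5-fold lower after Wnt3A moved the opposite way, with medians of 0.39, 0.33, 0.62, and 0.33, where the simulation gave 0.38, 0.37, 0.38, and 0.37.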

Comparison of the corresponding Wnt signature following depletion of MLLT10/AF10, DOT1L, BRG1, and p300 showed that Wnt induced genes were generally down-regulated in the absence of each coactivator. However, comparison of the overlapping percentage of Wnt-induced genes with those suppressed upon depletion of MLLT10/AF10, DOT1L, BRG1, or p300 demonstrated that over half of MLLT10/AF10 and DOT1L-suppressed genes (53% and 57%, respectively) are Wnt targets, while only 20% and 30%, respectively, of BRG1 and p300 suppressed genes are Wnt-induced (Figure 5H). Thus, while the chromatin modifiers BRG1 and p300 are functionally pleiotropic and largely involved in other gene regulatory pathways, MLLT10/AF10-DOT1L show greater specificity for regulation of Wnt targets. 

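In the deposited data, 1091 features were suppressed more than 1.5-fold after MLLT10/AF10 depletion, and 571 of them (52.3%, 95% exact binomial interval 49.3% to 55.3%) were Wnt3A-induced. After DOT1L depletion the numbers were 581 of 1029 (56.5%, 53.4% to 59.5%), after BRG1 depletion 754 of 3356 (22.5%, 21.1% to 23.9%), and after p300 depletion 730 of 2265 (32.2%, 30.3% to 34.2%). These intervals cover counting error only. With the features marked as outliers kept, the shared counts were 582, 593, 773, and 743, the numbers printed in Fig. 5H. Between 3.96% and 4.11% of all features tested were Wnt3A-induced. Because the si-control Wnt3A array enters both sides with opposite signs, a share above this level arises without any effect. Simulated unchanged groups gave 28.5%, 28.7%, 27.7%, and 27.9%. The observed shares lay above the simulated ones for MLLT10/AF10 and DOT1L, below for BRG1, and above for p300 by a few percentage points. The simulation suppressed between 1352 and 1370 features per knockdown on average. That is more than observed for MLLT10/AF10 and DOT1L and fewer than observed for BRG1 and p300. The shares thus have different totals, and their order against the simulation does not by itself rank the knockdowns. With each knockdown compared with the mean of the other 3 knockdown arrays in place of si-control, the shares were 11.6%, 14.1%, 11.5%, and 15.2%. This comparison cancels any loss of induction that the knockdowns share, so it cannot show such a loss. With another background correction, normexp followed by loess, the shares were 12.9%, 3.83%, 70.7%, and 6.83%. A few spots with a spoiled local background distorted this fit on the control medium and BRG1 arrays. With every spot marked as a background outlier given the median background of its array, an alternative chosen after seeing the data, the shares were 45.8%, 61.2%, 15.9%, and 24.5%. These are shares of only 166 and 291 features suppressed after MLLT10/AF10 and DOT1L depletion, and of 2431 and 944 after BRG1 and p300 depletion.

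**Figure D2:**
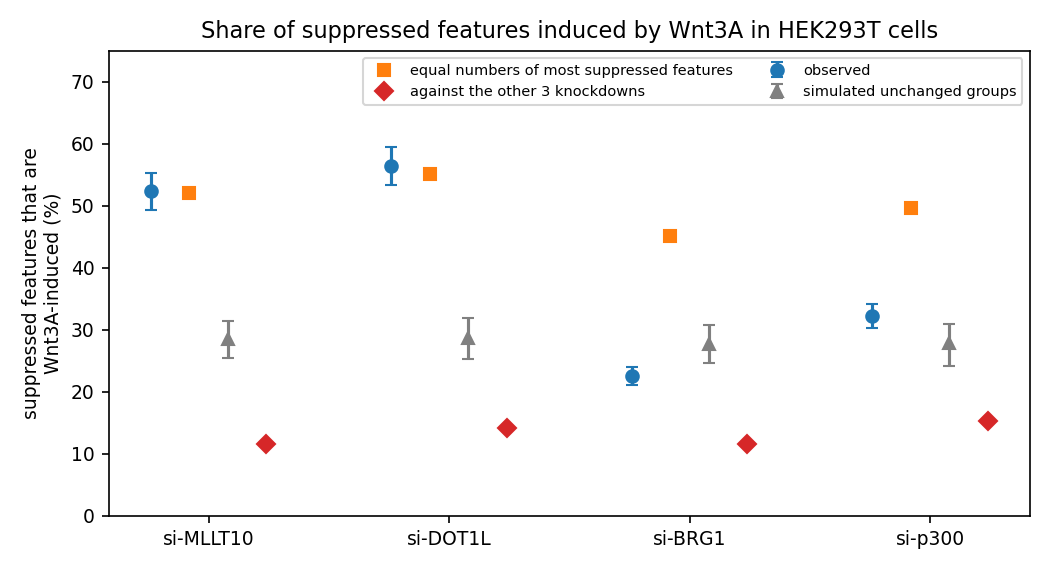
Share of the features suppressed in each HEK293T knockdown that are Wnt3A-induced, in percent. Circles are the observed shares with 95% exact binomial intervals, squares the shares among the 1029 most suppressed features of each knockdown, triangles the mean and range of 100 simulated draws without any change, and diamonds the shares with the other 3 knockdown arrays as control. The circles lie between 22.5% and 56.5%, the squares between 45.2% and 55.1%, and the diamonds between 11.5% and 15.2%.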

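The 4 knockdowns differed in how many features they suppressed. Since 1099 features were Wnt3A-induced and 3356 suppressed in the BRG1 comparison, no more than 32.7% of the BRG1-suppressed features could have been Wnt3A-induced, and for p300 no more than 49.6%. For MLLT10/AF10 and DOT1L the upper limit was 100%. Read from the side of the induced features, 49.6% were suppressed after MLLT10/AF10 depletion, 50.6% after DOT1L depletion, 68.6% after BRG1 depletion, and 65.0% after p300 depletion. Simulated unchanged groups gave 28.8%, 28.7%, 28.7%, and 28.9% in the same order. Taking the 1029 most suppressed features of each knockdown, the Wnt3A-induced share was 52.1% for MLLT10/AF10, 55.1% for DOT1L, 45.2% for BRG1, and 49.6% for p300. From the shares among all suppressed genes, the paper concludes that BRG1 and p300 act largely in other pathways and that MLLT10/AF10-DOT1L are more specific for Wnt targets.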

As expected, comparison of the corresponding gene expression pattern after siRNA depletion of MLLT10/AF10 and DOT1L in HEK293T cells under Wnt stimulation indicates that they share significant expression pattern similarity and over 60% of their target genes (Figure S5A and S5B).

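Of the 28040 features well-measured on the si-control Wnt3A, MLLT10/AF10, and DOT1L arrays, 642 were suppressed more than 1.5-fold in both knockdowns. These are 58.6% of the MLLT10/AF10-suppressed and 61.8% of the DOT1L-suppressed features, and the 2 sets of changes correlated with r = 0.716 across all 28040 features. Both comparisons use the si-control Wnt3A array, and simulated unchanged groups gave an overlap of 28.5% (26.1% to 31.9% in 100 draws) and a correlation of 0.489. With the mean of the BRG1 and p300 arrays as control, a comparison that cancels any change shared with those knockdowns, the overlap was 39.7%. It was 21.8% when both channels had to be more than 2-fold above background. The BRG1 and p300 knockdowns overlapped MLLT10/AF10 as well. Of the MLLT10/AF10-suppressed features, 65.4% were also suppressed after BRG1 depletion and 74.9% after p300 depletion, 2 knockdowns that suppressed more features. Among the 1029 most suppressed features of each knockdown, MLLT10/AF10 shared 59.7% with DOT1L, 54.5% with p300, and 44.8% with BRG1.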

**Figure 5:**
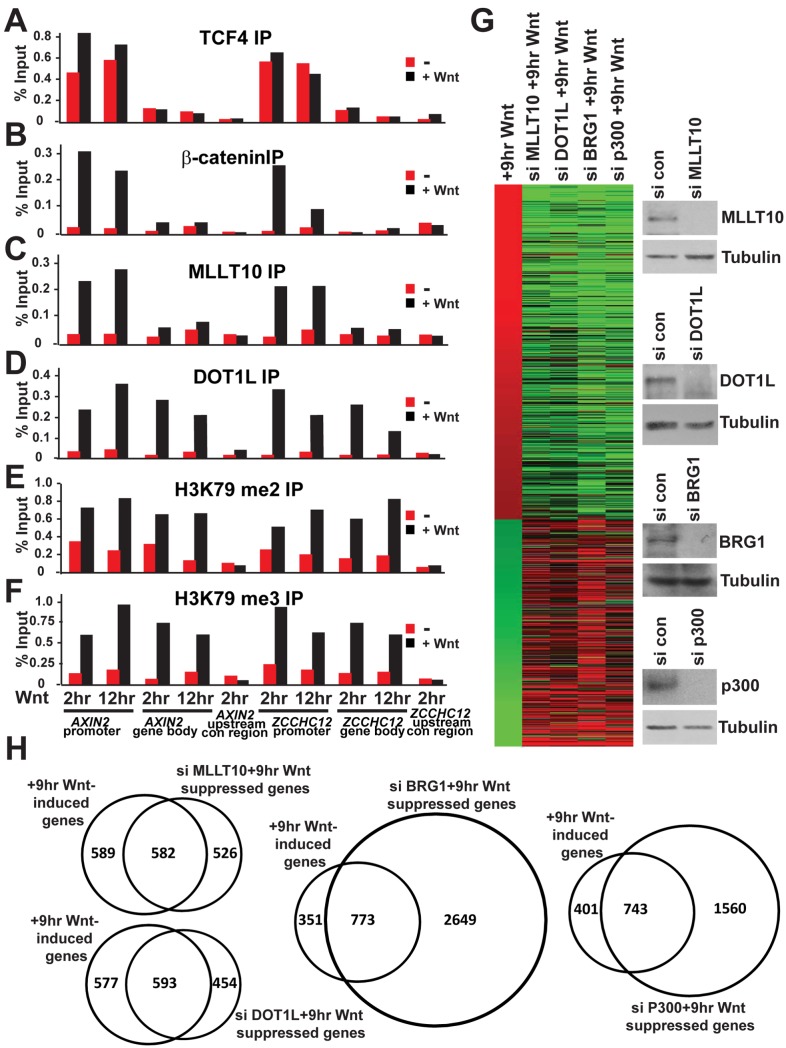
MLLT10/AF10 and DOT1L are essential and dedicated to the Wnt-induced transcriptional program in HEK293T cells. Wnt-induced association of MLLT10/AF10-DOT1L with and regulation of Wnt target genes in HEK293T cells. (A–F) ChIP assays in HEK293T cells uninduced or induced with Wnt3A conditioned media at 2 and 12 h using antibodies specific for TCF4 (A), β-catenin (B), MLLT10/AF10 (C), DOT1L (D), H3K79 di-methyl (E), and H3K79 tri-methyl (F). The immunoprecipitated DNA was analyzed by qPCR using primers specific for the *c-MYC* and *ZCCHC12* loci as indicated. Results are presented as percent immunoprecipitated over input and are representative of three independent experiments. (G) Comparison of the corresponding expression pattern after siRNA suppression of MLLT10/AF10, DOT1L, BRG1, and p300 in the Wnt induced condition. Heatmap showing 1988 Wnt regulated transcripts after 9 h Wnt-induction (relative to uninduced sample (no Wnt)) in HEK293T cells with greater than 1.5-fold variation, and the comparison of the corresponding expression pattern after siRNA suppression of MLLT10/AF10, DOT1L, BRG1, and p300 in Wnt-induced condition (relative to 9 h Wnt induction). Red, upregulated after Wnt; green, downregulated after Wnt induction; grey, missing data. Western blot analysis of MLLT10/AF10, DOT1L, BRG1, p300, and Tubulin upon siRNA depletion of each gene as indicated. (H) Venn diagram depicting the comparison of Wnt-induced genes and genes downregulated after MLLT10/AF10, DOT1L, BRG1, or p300 suppression in HEK293T cells after Wnt induction.

### MLLT10/AF10 Is Essential for Transcription Elongation Linking DOT1L and H3K79 Methylation to TCF4/β-Catenin Target Gene Chromatin

To address whether the recruitment of DOT1L and the activating H3K79 di-/tri-methylation mark to TCF4/β-catenin target genes is mediated by MLLT10/AF10, we depleted MLLT10/AF10 from Ls174T CRC and performed ChIP probing recruitment of DOT1L and H3K79 di-/tri-methylation on *AXIN2* and *c-MYC* (Figure 6). Western blot analysis shows significant siRNA depletion of MLLT10/AF10 while β-catenin and DOT1L levels were unaffected (Figure 6A). As expected, enrichment of TCF4 and β-catenin to the Wnt targets was unaffected upon MLLT10/AF10 depletion (Figure 6B,C). However, upon depletion of MLLT10/AF10, DOT1L recruitment and consequent H3K79 di-/tri-methylation were decreased, indicating that MLLT10/AF10 bridges DOT1L to TCF4/β-catenin target genes (Figure 6D–G).

**Figure 6:**
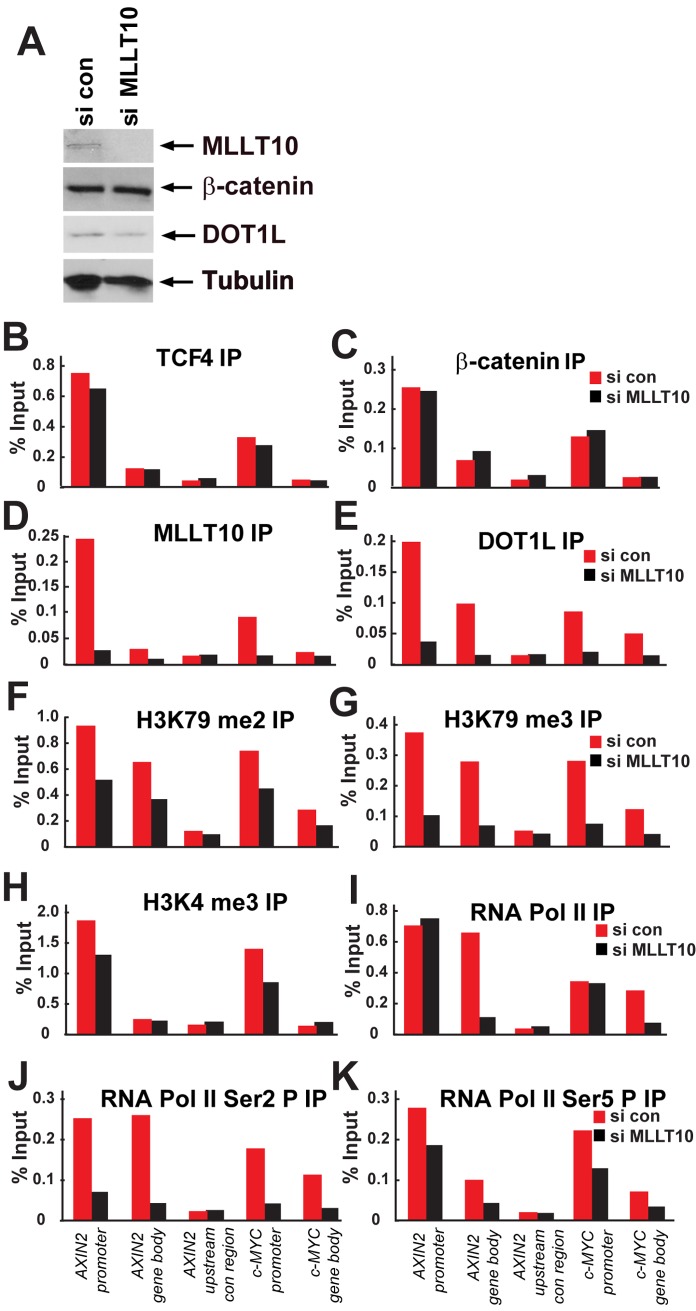
MLLT10/AF10 targets DOT1L-H3K79 methylation to Wnt target genes and is essential for transcription elongation. (A) Expression levels of MLLT10/AF10, β-catenin, DOT1L, and Tubulin analyzed by Western blotting after siRNA depletion of MLLT10/AF10. ChIP experiments in Ls174T CRCs containing or depleted of MLLT10/AF10 by siRNA using antibodies against (B) TCF4, (C) β-catenin, (D) MLLT10/AF10, (E) DOT1L, (F) H3K79 dimethyl, (G) H3K79 trimethyl, (H) H3K4trimethyl, (I) RNA Pol II, (J) RNA Pol II Ser2P, and (K) RNA Pol II Ser5P. Immunoprecipitated DNA was analyzed by qPCR using primers specific for *AXIN2* and *c-MYC* promoters and unbound *AXIN2* upstream control region. Results are presented as percent immunoprecipitated over input and are representative of three independent experiments.

To dissect the mechanism by which MLLT10/AF10 transcriptionally activates Wnt target genes, we examined the association of the elongating RNA pol II [37] and H3K4 trimethylation, a mark of actively transcribed genes [38] on Wnt target genes (Figure 6H–K). We found that while the promoters are primed with RNA Pol II and Ser5 phosphorylated RNA Pol II in the presence or absence of MLLT10/AF10 (Figure 6I,K), recruitment of elongating Ser2 phosphorylated RNA Pol II to *AXIN2* and *c-MYC* was abolished upon MLLT10/AF10 depletion (Figure 5J). Depletion of MLLT10/AF10 did not significantly affect the enrichment of the activating H3K4 trimethyl mark on the Wnt target promoters (Figure 5H). These results demonstrate that MLLT10/AF10 is essential for transcriptional elongation, and not initiation of transcription at Wnt target genes.

### *tcf7l2/tcf4*, *mllt10/af10*, and *dot1l* Are Expressed in Wnt Active Tissues in Zebrafish

Our data indicated a critical role for MLLT10/AF10-DOT1L as activators of TCF4/β-catenin target genes. To demonstrate the function of MLLT10/AF10-DOT1L in Wnt signaling and intestinal development in vivo, we used zebrafish (*Danio rerio*) as a model system. Zebrafish has been shown to be an important and relevant model system for the study of development of the intestinal epithelium and tumorigenesis [39]–[41]. *tcf4/tcf7l2* mutant zebrafish were shown to recapitulate the phenotype of the *Tcf4* knockout mouse [42], i.e. the loss of proliferation in the intestine [40]. Thus, *tcf4/tcf7l2* plays a similar critical role in zebrafish intestinal development as it does in mouse. Using the Mllt10/Af10 mouse protein sequence, we identified the full zebrafish Mllt10/Af10 protein sequence (Figure S6A). Inspection of the protein alignments indicated that the main functional domains of Mllt10/Af10, the PHD fingers, and the LZ domain, which mediates binding to Dot1l [33], are highly conserved across species (Figures S6B and S6C). The zebrafish Mllt10/Af10 Leucine-zipper and PHD finger domains were 74.5% and 72.4% identical to human and mouse sequences, respectively.

RT-PCR analysis of *tcf7l2*, *mllt10/af10*, and *dot1l* using RNA harvested from zebrafish embryos at various time points between 0 and 80 h post-fertilization (hpf) demonstrated expression of *tcf7l2* in embryos by 13 hpf, which remained strong at all subsequent time points examined (Figure S6D). *mllt10/af10* was expressed later than *tcf7l2*, at 24 hpf, while *dot1l* expression was already detected at 2 hpf (Figure S6D). We determined the expression pattern of *tcf7l2*, *mllt10/af10*, and *dot1l* in zebrafish at 56 and 80 hpf, developmental time points at which all genes are clearly expressed (Figure 7A–7F). In situ hybridization analysis revealed that *tcf7l2* is clearly expressed in the intestine at 80 hpf (Figure 7A) and at 56 hpf in the midbrain, and three rhombomeres in the hindbrain as seen before [43], areas of known Wnt activity (Figure 7B). Strikingly, in situ hybridization for *mllt10/af10* and *dot1l* revealed the same expression pattern in Wnt-driven tissues, in the intestine at 80 hpf and brain at 56 hpf (Figure 7C–7F).

**Figure 7:**
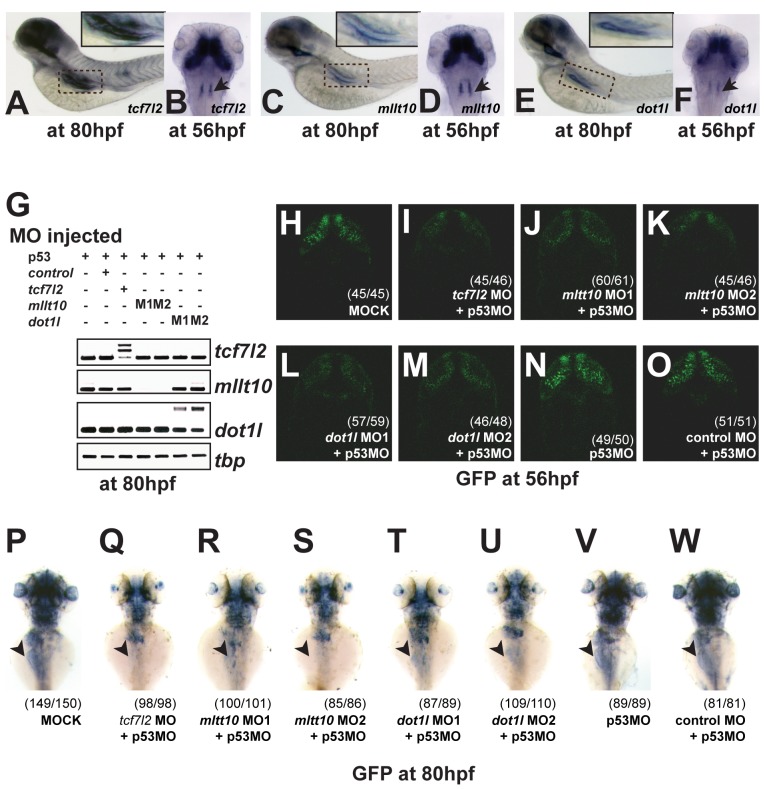
*tcf7l2*, *Mllt10/Af10*, and *dot1l* are co-expressed in Wnt active tissues and required for TCF-driven transcription in vivo. (A–F) In situ hybridization for *tcf7l2* (A), *mllt10/af10* (C), and *dot1l* (E) in whole embryos at 80 hpf. In situ hybridization for *tcf7l2* (B), *mllt10/af10* (D), and *dot1l* (F) in whole embryos at 56 hpf. Arrowhead indicates rhombomeres. (G) Gene-specific depletion of RNA levels at 80 hpf determined by RT-PCR analysis of *tcf7l2, mllt10*, and *dot1l* expression in whole embryos injected with the indicated MO sequences. Higher bands in the RTPCR panels for *tcf7l2* and *dot1l* correspond to unspliced introns in the PCR products. Morpholino knockdown of *mllt10/af10* and *dot1l* mimics *tcf7l2* depletion effect on Wnt reporter activity in zebrafish brain (H–M). Representative confocal images of dorsal view of head of 56 hpf TOPdGFP embryos injected with different MOs. (H) dGFP expression in the hindbrain of embryos injected with buffer only, MO against *tcf7l2* (I), two independent *mllt10/af10* (J,K) and *dot1l* MOs (L,M), *p53* MO (N), and control MO (O). Depletion of *mllt10/af10* and *dot1l* abrogate GFP expression in intestine of TOPdGFP zebrafish, mimicking *tcf7l2* depletion. Representative dorsal view of whole mount in situ hybridization for *GFP* in heterozygous TOPdGFP embryos at 80 hpf injected with (P) buffer alone, MOs against *tcf7l2* (Q), *mllt10/af10* (R,S), *dot1l* (T,U), *p53* (V) and control MO (W). All MOs have been coinjected with a MO against *p53*.

### *mllt10/af10* and *dot1l* Are Required for the Tcf-Driven Wnt Transcriptional Program In Vivo

The TOPdGFP transgenic line, a faithful reporter line of Wnt signaling, expresses GFP under the control of TCF/LEF binding sites in regions of active Wnt signaling [44]. In these embryos, GFP was highly expressed in the brain (Figure 7H, 7N, and 7O) and moderately in the intestine (Figure 7P, 7V, and 7W). To investigate the role of *tcf7l2*, *mllt10/af10*, and *dot1l* in Wnt/TCF-driven transcription in vivo, we designed morpholinos (MO) to deplete these genes (Figure S6E). RT-PCR analysis confirmed the efficiency and specificity of the different MOs used to deplete *tcf7l2*, *mllt10/af10* (two independent sequences), and *dot1l* (two independent sequences) (Figure 7G). In all experiments, we co-injected a p53 MO [45] in order to control for potential off-target effects arising from MO injection. *tcf7l2* depletion caused a striking decrease in GFP expression in the midbrain of heterozygous TOPdGFP embryos at 56 hpf (Figure 7I), indicating that this Tcf member is required for the expression of the GFP reporter in vivo, as has already been reported for *lef1* [44], while injection of a control unrelated MO had no effect on midbrain GFP expression (Figure 7O). Similarly, depletion of *mllt10/af10* and *dot1l* resulted in a decrease in GFP expression in the midbrain (Figure 7J–7M), highlighting their requirement for TCF-driven transcription in vivo.

The GFP fluorescence signal in the intestine of TOPdGFP fish was too weak to be detected directly by microscopy. Therefore, we analyzed the effect of *tcf7l2*, *mllt10/af10*, and *dot1l* depletion on Wnt activity in the intestine of TOPdGFP embryos by in situ hybridization for GFP (Figure 7P–7W). While injection of a control MO displayed robust intestinal GFP expression (Figure 7V and 7W), MO depletion of *tcf7l2* (Figure 7Q), *mllt10/af10* (Figure 7R and 7S), and *dot1l* (Figure 7T and 7U) resulted in loss of intestinal GFP expression. These results confirmed Mllt10/Af10-Dot1l as essential members of the Tcf-driven transcriptional complex in Wnt-active tissues in zebrafish.

Control morpholino injected TOPdGFP embryos showed strong expression of GFP within the hindbrain region and the lens, as seen previously [44]. Consistent with the presence of other *tcf/lef* members in the brain [44],[46], knockdown of *tcf7l2* did not completely abolish the expression of GFP in the hindbrain (Figure 7I). This same effect was observed after depletion of *mllt10/af10* and *dot1l* by morpholino injection (Figure 7J–7M).

### Depletion of *mllt10* and *dot1l* Rescues Intestinal Defects in *apc min* Zebrafish, Mimicking *tcf7l2* Depletion

Homozygous *apc* mutant zebrafish (*apc^mcr/mcr^*) embryos display a variety of developmental defects [41],[47],[48]. Overstimulation of the Wnt signaling pathway by abrogation of Apc function compromises intestinal development, as demonstrated by a failure to express the differentiation marker intestinal fatty acid binding protein (*i-fabp*) [39]. In these fish, the constitutive Wnt signal is thought to maintain an undifferentiated, proliferative state. Using a *tcf7l2* mutant zebrafish line, we showed recently that Tcf4 is a main effector of Wnt signaling during zebrafish intestine organogenesis and adult homeostasis [39],[40]. In agreement with these findings, injection of *tcf7l2* morpholino in *apc^mcr/mcr^* embryos rescued the expression of the intestinal differentiation marker *i-fabp*, as was observed previously using the *tcf7l2* mutant zebrafish line [39], at 80 hpf (Figure 8A–8D), while a control unrelated MO had no effect on *i-fabp* expression (Figure 8M and 8N) [39]. Consistent with the role of Mllt10/Af10-Dot1l as essential components of the activating Tcf4 complex, MO depletion of *mllt10/af10* (Figure 8E–8H) and *dot1l* (Figure 8I–8L) rescued *i-fabp* expression in *apc^mcr/mcr^* embryos. Other characteristic defects in *apc^mcr/mcr^* embryos are the upregulated mis-expression of *cyp26a1*, a major retinoic acid catabolic enzyme and a Wnt target gene [41],[47], as well as aberrant upregulation of *axin2*. Consistent with our observed rescue of *i-fabp* expression, depletion of *tcf7l2* (Figure 8O–8R, Figure S7A–S7D), *mllt10* (Figure 8S–8V, Figure S7E–S7H), and *dot1l* (Figure 8W–8Z, Figure S7I–S7L) rescued the mis-expression of both *cyp26a1* and *axin2* in *apc^mcr/mcr^* embryos. Thus, as with *tcf7l2*, the block in intestinal differentiation and the mis-expression of Wnt target genes in *apc^mcr/mcr^* embryos is rescued by depletion of *mllt10/af10* and *dot1l*, establishing these genes downstream of Apc as activators of Wnt target genes in vivo.

**Figure 8:**
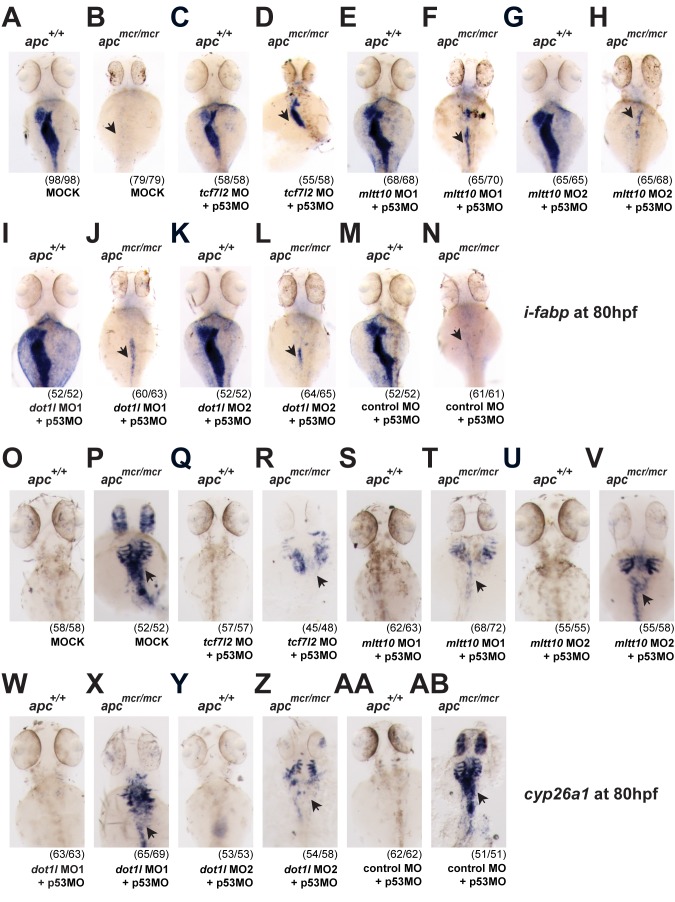
Depletion of *mllt10/af10* and *dot1l* rescues intestinal defects in apc^mcr/mcr^ zebrafish, mimicking tcf7l2 depletion. Depletion of *mllt10/af10* and *dot1l* rescues expression of *i-fabp* in *apc^mcr/mcr^* mutant embryos, placing these genes downstream of Apc as Wnt target gene activators (A–N). Representative whole mount in situ hybridizations for *i-fabp* in wild type and *apc^mcr/mcr^* mutant embryos at 80 hpf injected with (A,B) buffer alone,(C,D) MO against *tcf7l2*, (E–H) two independent *mllt10/af10* MOs, (I–L) two independent *dot1l* MO, and (M,N) control MO. Depletion of *mllt10/af10* and *dot1l* rescues mis-expression of *cyp26a1* in *apc^mcr/mcr^* mutant embryos (O–AB). Representative whole mount in situ hybridizations for *cyp26a1* in wild type and *apc^mcr/mcr^* mutant embryos at 80 hpf injected with (O,P) buffer alone, (Q,R) MO against *tcf7l2*, (S–V) two independent *mllt10/af10* MOs, (W–Z) two independent *dot1l* MO, and (AA,AB) control MO. All MOs have been coinjected with an MO against *p53*. All images were captured using the same exposure and represent at least three independent experiments. In parentheses number of embryos showing described phenotype per number of total embryos analyzed.

### *mllt10/af10* and *dot1l* Are Essential for Maintaining Intestinal Homeostasis during Zebrafish Development

At 124 hpf the zebrafish intestinal tract can be divided into intestinal bulb, posterior intestine, and anal opening [49]. At this stage, the epithelial folding within the intestinal bulb is extensive and proliferation is restricted to cells at the base of the folds (Figure 9A, 9G, and 9H). To test whether proliferation in the intestinal epithelium is affected by depletion of *tcf7l2*, *mllt10/af10*, and *dot1l*, we injected MOs against these genes in one-cell stage embryos and performed bromodeoxyuridine (BrdU) incorporation analysis to mark cells progressing through the S-phase of the cell cycle at 124 hpf (Figure 9B–9H). First, to ensure that the expression of other *tcf/lef* family members is not affected upon MO depletion of *tcf7l2*, *mllt10/af10*, or *dot1l*, we performed RT-PCR analysis to check the expression levels of *lef1*, *tcf7*, *tcf7l1a*, and *tcf7l1b* (Figure S8). We found that MO depletion of *tcf7l2*, *mllt10/af10*, or *dot1l* had no effect on expression levels of the other *tcf/lef* family members. BrdU staining revealed a high ratio of proliferative BrdU-positive cells in the base of intestinal folds that was dramatically reduced following *tcf7l2* depletion (Figure 9B and 9I). We also observed a reduction in the total number of cells in the epithelial layer of the intestinal bulb, affecting the folding and the length of the villi (Figure 9J). The epithelial cells had a columnar shape and the cell nuclei were situated towards the base of the cells, suggesting that differentiation was not affected by depletion of *tcf7l2* (Figure 9B). In accordance with their role as transcriptional coactivators of Tcf4, depletion of *mllt10/af10* and *dot1l* significantly reduced the number of BrdU-positive cells and affected the formation of villi (Figure 9C–9J). We also analyzed the role of *tcf7l2*, *mllt10/af10*, and *dot1l* on transcription of *axin2*, a direct Wnt target gene in vivo. While expressed in the intestinal epithelium of embryos, either non-injected or injected with control MO at 80 hpf (Figure 9K, 9Q, and 9R), *axin2* expression was severely reduced in *tcf7l2*, *mllt10/af10*, and *dot1l* depleted morphants (Figure 9L–9P, and *apc^+/+^* embryos in Figure S7C–S7K).

**Figure 9:**
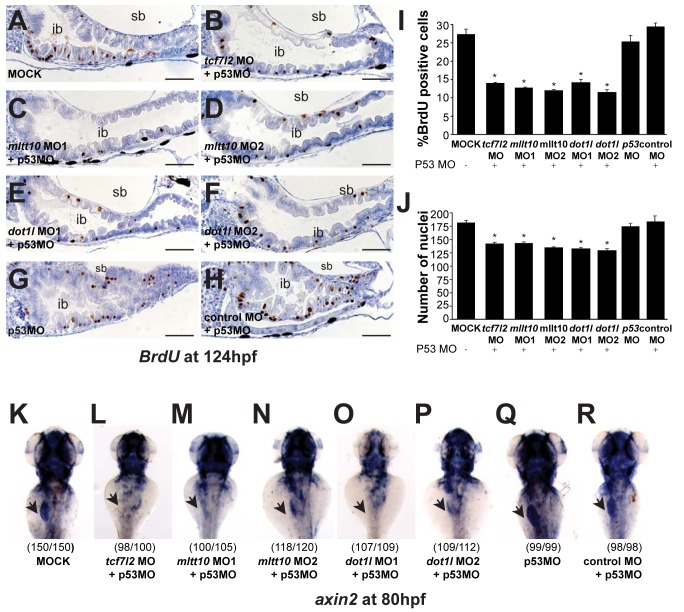
*tcf7l2*, *mllt10/af10*, and *dot1l* are essential for Wnt target gene expression and intestinal homeostasis in zebrafish. (A–H) Representative image of BrdU incorporation into epithelial cells in the intestinal bulb of 124 hpf zebrafish embryos. BrdU staining in wild-type embryos (A) and embryos depleted of *tcf7l2* (B), *mllt10/af10* (C,D), and *dot1l* (E,F), *p53* (G), and control (H) by MO injection. (I) Quantification (mean ± SD) of percent BrdU positive cells and (J) total number of cells in the epithelial layer of the intestinal bulb (20 embryos/condition). * *p*<0.05. Depletion of *tcf7l2*, *mllt10/af10*, and *dot1l* MO abrogates *axin2* expression in intestine. In situ hybridization for *axin2* in 80 hpf wild-type and MO-injected embryos (K–R). Staining for *axin2* in wild type embryos uninjected (K) or injected with MO against *tcf7l2* (L), *mllt10/af10* (M,N), and *dot1l* (O,P), *p53* (Q), and control MO (R). All MOs have been coinjected with a MO against *p53*. In parentheses number of embryos with phenotype per total analyzed. Images are representative of three independent experiments. sb, swim bladder; ib, intestinal bulb. Scale bar: 100 µm.

Altogether, our results are consistent with the notion that *mllt10/af10-dot1l* may exert their activity through a specific functional interaction with tcf7l2 and not other *tcf/lef* proteins. Furthermore, our data reveal a critical role for Mllt10/Af10 and Dot1l in maintenance of intestinal homeostasis through their essential role as coactivators of the Tcf4/β-catenin complex in vivo.

## Discussion

The packaging of eukaryotic genomic DNA into chromatin provides a repressive environment for transcription. Activation of transcription requires the reorganization of chromatin into a more open structure, allowing access of sequence-specific transcription factors and the general transcription machinery. Previous studies have shown that to activate TCF target genes, β-catenin recruits chromatin-modifying and remodeling cofactors, which may work to generate a more open chromatin structure. Thus, studies have shown that β-catenin interacts with the chromatin remodeling factors BRG1 [20] and ISWI [21], the histone acetyltransferases p300/CBP [22],[23], and the H3K4 methyltransferase MLL [21]. We demonstrate the requirement of MLLT10/AF10-DOT1L and H3K79 methylation for Wnt target gene activation. Comparison of the differential gene expression profiles following depletion of MLLT10/AF10, DOT1L, as well as the previously known activators BRG1 and p300 reveals that in contrast to BRG1 and p300, which regulate a broad set of targets, most outside the Wnt pathway, over half of the differentially expressed genes upon depletion of MLLT10/AF10 or DOT1L are Wnt/β-catenin regulated targets. Thus, while BRG1 and p300 are pleiotropic activators in the Wnt as well as other pathways, MLL10 is more specific to Wnt target gene regulation than the other co-regulators tested.

We demonstrate the requirement of MLLT10/AF10-DOT1L and H3K79 methylation for Wnt target gene activation, specifically in the elongation step of transcription. While this manuscript was in preparation, Mohan and colleagues demonstrated the requirement of Dot1 and several Dot1 complex components in the regulation of a subset of wingless target genes in Drosophila [50]. Demonstrating epigenetic cross-talk, they also find histone H2B monoubiquitination by Bre1 to be a pre-requisite for bulk H3K79 trimethylation levels, required for the expression of a subset of wingless target genes [50].

Deciphering the co-factor requirement in the distinct steps of transcription activation will provide valuable mechanistic insight into how β-catenin co-ordinates the recruitment of this diverse series of chromatin modifiers to Wnt targets. An attractive model is the ordered cycling recruitment of chromatin modifying complexes, which are exchanged at the Wnt-responsive regulatory elements, in the distinct steps of transcription activation, ultimately leading to efficient RNA polymerase II-transcription initiation and elongation.

Our results support a model in which MLLT10/AF10 tethers the DOT1L methyltransferase to Wnt target genes. The restricted expression of *Mllt10/Af10* specifically in the mouse crypt proliferative compartment in the intestinal epithelium together with its temporal co-expression with *tcf7l2* in zebrafish embryos suggest a more specific role for Mllt10/Af10 in the regulation of Wnt target gene expression and as a recruiter of Dot1l to Wnt targets. Mllt10/Af10 appears to co-ordinate Dot1l activity with the β-catenin activating protein complex. Interestingly, our ChIP data indicate a distinct enrichment pattern between Mllt10/Af10 and Dot1l on Wnt target genes. While Mllt10/Af10 and β-catenin enrichment on Wnt target genes closely mirrors Tcf4, the recruitment of Dot1l and the resulting H3K79 di-/tri-methylation occurs over the entire target gene body and is essential for recruitment of elongating RNA Pol II to targets.

The mechanisms by which histone modifications introduced by Mllt10/Af10 actually lead to transcription activation are not well understood. Recent studies have shown that in mixed lineage leukemia, several MLL fusion partners, including MLLT10/AF10, may activate elongation of transcription by linking DOT1L to the pTEFb complex essential for transcription elongation [51]–[53]. In fact, DOT1L methylation of H3K79 was shown to be introduced during transcriptional elongation [32]. It is tempting to envision a mechanism whereby MLLT10/AF10 recruits DOT1L to the TCF4/β-catenin complex, which contains coactivators that stimulate the initiation phase of transcription. Upon MLLT10/AF10 mediated recruitment to TCF4/β-catenin target genes, DOT1L is loaded onto the elongating RNA pol II complex to facilitate transcription elongation.

We demonstrate the in vivo physiological role of Mllt10/Af10-Dot1l in intestinal development and homeostasis using zebrafish as a model system. Depletion of Tcf4, Mllt10, and Dot1l results in a significant reduction in the number of BrdU stained proliferating intestinal cells in the intervillus junctions of zebrafish embryos. The high rate of intestinal cell proliferation determines the formation of intestinal invaginations, essential for the physiological function of the intestine. Reduction in proliferation in the intestinal epithelium as a consequence of depletion of Mllt10/Af10 or Dot1l demonstrates the relevance of these coactivators in the Wnt dependent maintenance of intestinal structure and function.

Abrogation of Apc function during zebrafish development arrests affected cells in a proliferative state, likely due to inappropriate activation of Tcf target genes, leading to a blockage in differentiation of the intestinal epithelium [39],[47]. We previously showed using a Tcf4 mutant line crossed with *apc^mcr/mcr^* that although Tcf4 depletion rescues some of the intestinal differentiation defects in *apc^mcr/mcr^* fish, it does not rescue the *apc^mcr/mcr^* defect in valve formation, blood circulation, and as a consequence, the survival of *apc^mcr/mcr^* fish [39]. Consistent with those observations, MO depletion of *tcf7l2*, *mllt10*, and *dot1l* does not rescue these defects in *apc^mcr/mcr^* fish (unpublished data). Despite the inability to revert all of the *apc^mcr/mcr^* defects, MO depletion of Tcf4, Mllt10, and Dot1l in *apc^mcr/mcr^* fish rescues the block in intestinal differentiation as well as the mis-expression of the Wnt target genes *cyp26a1* and *axin2*. Thus, Tcf4 plays a crucial role during intestinal development and acts as the main downstream effector of the Wnt pathway in this tissue [39]. We present evidence that Mllt10/Af10-Dot1l are part of the β-catenin/Tcf4-dependent transcriptional complex and that these coactivators also play an important role in the organogenesis of the zebrafish intestine.

Our data are consistent with *tcf7l2* as the principle *tcf/lef* family member involved in expression of *axin2* in the intestinal epithelium and GFP in the hindbrain in wild type and TOPdGFP line, respectively. We observe similar down-regulation of GFP expression in the TOPdGFP line as well as down-regulation of the target gene *axin2* also upon depletion of *mllt10* and *dot1l*. While our data suggest that the expression of *axin2* in the intestinal epithelium of wild-type embryos and GFP in the hindbrain of TOPdGFP line is highly depended on *tcf7l2*, we cannot exclude possible redundant regulation of other developmentally important Wnt-targets by other tcf/lef members. The observed residual expression of GFP in the TOPdGFP Tcf4, Mllt10, and Dot1l morphant embryos may reflect the role of other *tcf/lef* members in controlling the expression of Tcf/Lef-derived genes in the hindbrain.

We have previously published that the *tcf7l2* mutant zebrafish line does not show any strong morphological defects during early embryogenesis [39],[40]. Consistent with this observation, our MO depletion of *tcf7l2* mimics the absence of morphological defects during early embryogenesis. The overall lack of early macroscopic morphological defects upon *mllt10* and *dot1l* depletion together with their requirement for intestinal homeostasis is consistent with their specific functional dependence on *tcf7l2* and not other tcf/lef family members (such as the headless phenotype of *tcf7l1a* depleted embryos [39],[54] or the macroscopic morphological defects resulting from depletion of lef1 [43],[55]; unpublished data). Additionally, contrary to Tcf4, Mllt10, and Dot1l depleted embryos, depletion of Tcf7 [39],Tcf7l1a [39], and Lef1 (unpublished data) does not rescue any of the intestinal differentiation defects, such as absence of *i-fabp* expression or mis-expression of *cyp26a1* or *axin2* in the *apc^mcr/mcr^* line. Thus, altogether, our results suggest that Mllt10-Dot1l exert their activity through Tcf4 and not other Tcf/Lef family members. Future studies will determine the mechanisms underlying the observed specificity of Mllt10 and Dot1l for the Wnt response downstream of Tcf4 as opposed to other TCF/LEF members. Whether this specificity arises merely from the co-expression of these genes in the tissues affected or whether the formation of a specific Mllt10-Dot1l complex with β-catenin and TCF4 but not the other family members mediates a specific response on TCF4 target genes are possibilities that remain to be examined.

Although MLLT10/AF10 contains structural motifs indicative of chromatin-associated functions, its biological role has remained unclear. Our results provide insight into the physiological role of MLLT10/AF10 as a critical coactivator of Wnt target genes essential for transcription elongation. Thus far, studies on mammalian MLLT10/AF10 have focused on its function as a fusion partner of MLL or CALM in leukemia. Given the involvement of MLLT10/AF10 in Wnt target gene activation, it will be interesting to probe potential de-regulation of Wnt signaling as a consequence of the MLLT10/AF10-MLL/CALM translocation in leukemia.

Future studies will illuminate the complex interplay of interactions between β-catenin/TCF4 and the various chromatin modifying and associated cofactors, leading to regulation of Wnt targets in normal intestinal development and tumorigenesis. The discovery of novel enzymatic activities that are essential and dedicated to Wnt target gene activation, such as DOT1L, presents potential new targets for rational drug development for the treatment of cancer.

## Materials and Methods

### Isolation of Mouse Crypt and Villus Fractions

For a detailed description of the biochemical fractionation method of mouse crypt and villus purification, please refer to [25]. Briefly, mouse small intestine was washed with PBS and cut open longitudinally and into small 1–2 cm pieces. Crypt and villus fractions were isolated using several rounds of incubations in mild PBS-EDTA/EGTA chelation solution combined with vigorous shaking followed by further purification using 70 um (for villi) and 40 um (for crypts) cell strainers. All solutions and incubations were carried out at 4°C.

### Immunoprecipitation

Total cellular extracts from Ls174T CRC cells or primary mouse crypt or villus material were prepared in PLB buffer (1% TritonX-100, 2 mM EDTA, 1 mM DTT in PBS) supplemented with protease inhibitors (Complete, Roche Molecular Biochemicals). Cellular lysates were precleared with IgG-agarose beads (Sigma) for 6 h at 4°C. Immunoprecipitations of endogenous complexes from mouse crypt, villus, and Ls174T cells were carried out overnight at 4°C, with anti-TCF4 (Santa Cruz), anti β-catenin (BD transduction), anti-Mllt10/Af10 (Santa Cruz or abcam), or anti-DOT1L (Abgent) antibodies at concentrations of 2 µg/mL in combination with a 50% protein G-Agarose slurry (Sigma). Immunoprecipitated material was washed four times in PLB buffer. Bound proteins were subjected to SDS-PAGE and Western blot analysis or Mass Spectrometry Analysis. Western blot analysis was also conducted using antibodies against TCF-1 (upstate), EPHB2 (Abgent), and p300 and BRG1 (SantaCruz).

### Mass Spectrometry Analysis

For details of the mass spectrometry analysis, please see [25]. Briefly, gel bands containing Mllt10/Af10 and Dot1l were subjected to in-gel digestion with trypsin overnight at 37°C. Peptides were extracted and subjected to nanoscale liquid chromatography tandem mass spectrometry (nanoLC-MS/MS) analysis, performed on an Agilent 1100 HPLC system (Agilent technologies) connected to an LTQ Linear Ion Trap Mass Spectrometer combined with either an Orbitrap (ThermoFisher, Waltham, MA) or an Fourier Transform Ion Cyclotron Resonance cell (ThermoFisher, Waltham, MA). For protein identification, raw MS data were converted to peak lists using Bioworks Browser software, version 3.1.1. Spectra were searched against the IPI (International Protein Index) mouse database version 3.36 (51,326 sequences; 23,682,061 residues) using Mascot software version 2.2.0 (www.matrixscience.com), with trypsin set as enzyme.

### Histology, Immunohistochemistry, and Confocal Microscopy

Mouse small intestine tissue was fixed in 10% formalin, paraffin embedded, and sectioned. Human colon samples were obtained immediately after resection. The tissue was fixed in 4.0% formaldehyde in PBS for 2 h at 4°C. Tissues were cryo protected in 30% Sucrose o/n at 4°C after which samples were frozen in Tissue Tec. Sections of 16 um were made with a Leica CryoStat. Sections were immunostained after permeabilization with 0.5% Triton X-100 in 1% BSA, 1% Glycine, 0.1% Lysine in PBS. Immunostaining was done in the permeabilization buffer with Mllt10/Af10 (Santa Cruz) and E-Cadherin (Transduction Laboratories) antisera o/n at 4°C. Secondary antibody (InVitrogen Alexa 488 and 568) staining was done for 1 h at 4°C. Fluorescent imaging was done with a Leica confocal laser scanning microscope.

For histology, 124 hpf zebrafish embryos were fixed in 4% (w = v) paraformaldehyde in PBS overnight at 4°C with agitation, rinsed in PBS, dehydrated through a standard ethanol series to 100%, embedded in paraffin, and sectioned at 6 µm intervals for staining.

GFP imaging in TOPdGFP zebrafish line was performed using a Leica SP5 confocal microscope and images were processed with Leica Application Suite.

### RNA Interference

Pre-designed siRNA pools targeting transcripts of the human β-catenin (L-003482-00), MLLT10/AF10 (L-019827-00), DOT1L (L-014900-01), BRG1 (SMARCA4) (L-010431-00), p300 (L-003486-00), and non-target control siRNA pool (D-001810-10-20) were purchased from Dharmacon and used to knock down the corresponding genes in Ls174T CRC and HEK293T cells. siRNA was delivered into Ls174T and HEK293T cells using either the siLentFect Lipid Reagent (BioRad) or INTERFERin reagent (Polyplus Transfections). siRNA (15 nM) was used to transfect 2×10^5^ cells, and protein levels were examined by Western blot analysis 72–96 h after transfection.

### Luciferase Assays

Ls174T CRC cells containing integrated TOPFLASH and FOPFLASH (optimal and mutated TCF luciferase-reporter constructs as described previously) [5] were transfected with control non-targeting siRNA or siRNA targeting the human MLLT10/AF10 or β-catenin. After 72–96 h, the cells were lysed in luciferase lysis buffer (Promega Corp.), and luciferase activities were measured using the Dual-Luciferase reporter assay system. The data shown are of two independent triplicate experiments as the mean ± S.D. of the relative light units.

### ChIP

ChIP was performed on Ls174T CRC and HEK293T cells or purified mouse crypt and villus fractions as previously described [25]. 2–5 µg of the antibodies TCF4 (Santa Cruz), β-catenin (BD Transduction), MLLT10/AF10 (Santa Cruz and abcam), DOT1L (Abgent), H3K79 dimethyl, H3K79 trimethyl, H3K4 trimethyl (upstate), RNA PolII (Santa Cruz), RNA PolII phos Ser2 (H5), and RNA PolII phos Ser5 (H14, Covance) was incubated with the sheared cross-linked chromatin to immunoprecipitate the indicated complexes. Input and immunoprecipitated DNA were subjected to Sybergreen Q PCR cycles with primers overlapping the gene body and upstream and downstream regulatory regions of mouse and human *AXIN2*, *c-MYC*, and *ZCCHC12* genes.

### Microarray Analysis

Ls174T and HEK293T cells were transfected with siRNA (si β-catenin, si MLLT10/AF10, si BRG1, si p300, and si Control). HEK293T cells were then induced with Wnt3A or control medium to measure direct Wnt regulated activity. Total RNA was extracted from samples using RNeasy Mini Kit (Qiagen). 2 µg of RNA from each sample, together with universal human reference RNA (Strategene), was labeled by Quick Amp Labelling Kit, two color (Agilent) with Cy3 and Cy5, respectively. Samples were hybridized to 4×44K Whole Human Genome dual color Microarrays (Agilent, G4112F). Microarray signal and background information were retrieved using Feature Extraction program (V.9.5.3, Agilent Technologies). For each pair of experiments, fluorescent signals in either channel with greater than 2-fold above the local background were considered as well-measured. Corresponding fold changes of Ls174T cells after siβ-catenin, si MLLT10/AF10, si BRG1, or si p300 suppression were calculated by normalizing with the siControl samples. In HEK293T cells, Wnt regulated genes after 9 h Wnt induction were obtained by normalizing the fold change between 9 h Wnt3A and Control medium induction in siControl samples (no Wnt), and the corresponding fold changes of si MLLT10/AF10, si DOT1L, si BRG1, and si p300 upon 9 h Wnt induction were obtained by normalizing with siControl samples after 9 h Wnt induction. The raw data were submitted to Gene Expression Omnibus, accession number GSE21367.

### qPCR

ChIP experiments were analyzed by qPCR in an iCycler iQ real-time PCR detection system (BioRad) using iQ Sybergreen Supermix (BioRad). ChIP values were normalized as a percentage of input and presented as the percentage of input immunoprecipitated. Primer pairs spanning the upstream regulatory regions, gene body, and downstream regulatory regions of mouse *Axin2* and *c-Myc* genes and human *AXIN2*, *c-MYC*, and *ZCCHC12* genes were used in qPCR analysis. Primer sequences are provided in Table S4.

### Zebrafish Husbandry

Zebrafish were maintained on a 14-h-light/10-h-dark cycle at 28.5°C. Fertilized embryos were collected after natural spawning, cultured, and staged by developmental time and morphological criteria. *apc^mcr^* and *TOPdGFP* lines were previously described [44],[48]. *apc^mcr^* mutants were genotyped as described [48].

### Computer Sequence Analysis

*Drosophila melanogaster*, *Homo sapiens*, *Mus musculus*, and trace cDNA sequences for *Danio rerio mllt10/af10* were analyzed with ENSEMBL. Full exon-intron structures of *mllt10/af10 danio rerio* prediction were performed with Genome Scan. Phylogenetic tree of *Mllt10/Af10* and domain alignment were performed with CLUSTAL V (DNAstar).

### Expression Analyses

Embryos at different developmental stages were homogenized in TRIzol reagent (Invitrogen) using a homogenizer. Total RNA was isolated according to the manufacturer's instructions. Single-stranded cDNA was synthesized from 1 µg total RNA using Superscript III (Invitrogen). PCR primers used (Table S4) were designed spanning an intron. PCRs were performed in triplicate; *n*>50 embryos.

RT-PCR primers used to detect mRNA expression of Wnt target genes human *c-MYC*, *AXIN2*, *LGR5*, *EPHB3*, and *ASCL2* in Ls174T CRC are provided in Table S4.

RT-PCR primers used to detect mRNA expression of zebrafish genes *tcf7l2*, *mllt10*, *dot1l*, *tbp*, *tcf7*, *tcf7l1a*, *tcf7l1b*, and *lef1* are provided in Table S4.

### Morpholino Microinjections

Splicing morpholino oligonucleotides for *tcf7l2*, *mllt10*, and *dot1l* were designed in house and obtained from Gene Tools LLC (OR, USA). The blocking MO against p53 has been previously described (Table S4) [45]. For microinjections, 2 ng MO were injected into wild-type TL, TOPdGFP, and *apc^mcr^* line embryos at one-cell stage. In co-injection experiments, we used 1 ng of *p53* MO and 2 ng of the corresponding MO. Injection experiments were performed in triplicate; in each replica *n*>100 embryos were analyzed.

### Whole-Mount In Situ Hybridizations

Embryos were collected at 56, 72, and 80 hpf, fixed in 4% paraformaldehyde in PBS overnight at 4°C, rinsed in PBS, dehydrated through a standard methanol series to 100%, and stored at −20°C. Whole-mount in situ hybridizations (WISH) were carried out as described [56]. Digoxigenin-labeled riboprobes were generated by linearization of pGEM (Promega) containing a fragment of *tcf7l2*, *mllt10/af10* (two different sequences), *dot1*l (two different sequences), *dGFP*, *i-fabp*, *cyp26a1*, or *axin2* cDNA followed by in vitro transcription and purified using NucleoSpin RNA clean-up columns (Machery-Nagel). Pictures were obtained using a Leica microscope (TCS NT), digitized with a camera (DFC480; Leica), and processed with IM500 Image Manager (Leica). WISH was preformed for *i-fabp* in *apc^mcr^/^mcr^* embryos after MO injection, expression scored, and each embryo genotyped. Experiments were in triplicate; in each replica, *n*>100 embryos were analyzed.

### Detection of Proliferating Cells

122 hpf live embryos (previously MO injected at one-cell stage) were immersed in embryo medium with BrdU (Sigma) at 3 mg/mL for 30 min at 28.5°C. After several washes with pre-warmed embryo medium, embryos were left for 1 h at 28.5°C in embryo medium, euthanized, and fixed in 4% paraformaldehyde in PBS overnight at 4°C. Detection of BrdU was carried out by immunostaining with a mouse anti-BrdU antibody (Dako, Glostrup).

## Supporting Information

Figure S1 **Peptides identified and coverage of (A) Mllt10 and (B) Dot1l in Tcf4 complex in mouse small intestinal crypt.** Amino acid sequences of Mllt10 and Dot1l detected in the Tcf4 immunoprecipitate from crypt lysates are underlined.
(0.03 MB PDF) Click here for additional data file.

Figure S2 **Specific enrichment of Mllt10 and Dot1l, and H3K79 di-/tri-methylation at** ***c-Myc*** **locus in mouse crypts.** (A) Schematic representation of the mouse amplicons scanned in ChIP experiments by qPCR. Purified crypt and villus fractions from mouse intestine were subjected to ChIP using antibodies directed against Tcf4 (B), β-catenin (C), Mllt10/Af10 (D), Dot1l (E), di-methyl H3K79 (F), and tri-methyl H3K79 (G). Chromatin was immunoprecipitated with the specified antibodies followed by qPCR using primer pairs spanning the *c-Myc* locus as indicated in (A). Results are presented as percent immunoprecipitated over input and are representative of three independent experiments.
(0.07 MB PDF) Click here for additional data file.

Figure S3 **β-catenin recruits Mllt10/Af10 to Wnt targets.** (A) Ls174T CRC lysates were immunoprecipitated with antibodies against TCF4 (left panel) and β-catenin (right panel) and analyzed by Western blotting with the indicated antibodies for binding to MLLT10/Af10 and DOT1L. (B–H) β-catenin-dependent H3K79 methylation and recruitment of MLLT10 and DOT1L to *c-MYC* gene in Ls174T CRC. (B) Schematic representation of human *c-MYC* locus and amplicons scanned in ChIP assays by qPCR. ChIP experiments in Ls174T CRC uninduced or induced with Dox using antibodies against (C) TCF4, (D) β-catenin, (E) MLLT10, (F) DOT1L, (G) H3K79 dimethyl, and (H) H3K79 trimethyl. Immunoprecipitated DNA was analyzed by qPCR using primer pairs specific for the *c-MYC* locus as indicated. Results are presented as percent immunoprecipitated over input and are representative of three independent experiments.
(0.08 MB PDF) Click here for additional data file.

Figure S4 **Mllt10/Af10 interacts directly with β-catenin.** (A) Recombinant GST-fused TCF4 and β-catenin proteins were used in pull-down assays with in vitro translated S35 labeled MLLT10 to examine direct interaction. (B) Schematic representation of N-Terminal and C-Terminal MLLT10 deletion mutants and S35 labeled ΔC- and C-Terminal β-catenin deletion mutants used in GST pulldown assays (C). N-Terminal MLLT10 interacts directly with the β-catenin C-terminal domain.
(0.03 MB PDF) Click here for additional data file.

Figure S5 (A) Significant overlap between differentially regulated genes in response to MLLT10 or DOT1L depletion in HEK293T cells after Wnt stimulation. Comparison of the corresponding expression pattern after siRNA suppression of MLLT10/AF10 or DOT1L in Wnt induced condition. 

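Between the MLLT10/AF10 knockdown and si-control in Wnt3A medium, 1096 well-measured features were more than 1.5-fold lower in MLLT10/AF10-depleted HEK293T cells, and 1038 were lower after DOT1L depletion, counted over the features well-measured in both comparisons. When the features that the scanner software marks as outliers were kept, the numbers were 1116 and 1056, with 656 in common.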

Heatmap showing 1,116 transcripts after siRNA depletion of MLLT10 and 9 h Wnt stimulation in HEK293T cells with greater than 1.5-fold variation. Also shown is comparison of the corresponding expression pattern of genes induced after 9 h Wnt treatment and after siRNA suppression of DOT1L. Red, upregulated after MLLT10 suppression; green, downregulated after MLLT10 suppression; grey, missing data. (B) Venn diagram comparatively depicting genes suppressed upon MLLT10 and DOT1L depletion in HEK293T cells under Wnt-induced conditions.
(0.03 MB PDF) Click here for additional data file.

Figure S6 **mRNA expression of** ***tcf7l2*** **,** ***mllt10*** **, and** ***dot1l*** **during zebrafish embryonic development and their depletion by splice-inhibiting MO sequences.** (A) Phylogenetic tree analysis places zebrafish *(Danio rerio) Mllt10* close to mouse and human sequences. (B–C) Amino acid sequence alignment of the Leucine zipper and PHD finger domains show high conservation of *Mllt10* between species. (D) RT-PCR analysis of *tcf7l2*, *mllt10*, *dot1l*, and *tbp* RNA expression levels in whole embryos at different stages of embryonic development. (E) Representation of the splice-blocking MO sequences (blue) generated to deplete mRNA levels for *tcf7l2*, *mllt10*, and *dot1l*.
(0.03 MB PDF) Click here for additional data file.

Figure S7 **Depletion of** ***tcf7l2, mllt10/af10*** **and** ***dot1l*** **rescues mis-expression of** ***axin2*** **in apc^mcr/mcr^ zebrafish, placing these genes downstream of Apc as Wnt target gene activators (A–N).** Representative whole mount in situ hybridizations for *axin2* in wild type and *apc^mcr/mcr^* mutant embryos at 80 hpf injected with (A,B) buffer alone, (C,D) MO against *tcf7l2*, (E–H) two independent *mllt10/af10* MOs, (I–L) two independent *dot1l* MO, and (M,N) control MO. All MOs have been coinjected with a MO against *p53*. All images were captured using the same exposure and represent at least three independent experiments. In parentheses number of embryos showing described phenotype per number of total embryos analyzed.
(0.06 MB PDF) Click here for additional data file.

Figure S8 **Depletion of** ***tcf7l2*** **,** ***mllt10*** **, or** ***dot1l*** **does not affect the expression levels of other** ***tcf/lef*** **family members in zebrafish embryos.** RT-PCR analysis of *lef1*, *tcf7*, *tcf7l1a*, *tcf7l1b*, and *tbp* RNA expression levels in whole embryos injected with MO against *p53* alone, or MO against *p53* coinjected with MOs against *tcf7l2*, *mllt10*, *dot1l*, or control MO, respectively.
(0.02 MB PDF) Click here for additional data file.

Table S1 **List of proteins with highest scores identified by MS in Tcf4 crypt complex.**
(0.03 MB XLS) Click here for additional data file.

Table S2 **Ls174T Wnt regulated gene list—1,003 transcripts.**
(0.24 MB XLS) Click here for additional data file.

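Each row of this table is 1 array feature with its log2 change after depletion of β-catenin, and the copy used here holds 1002 of the 1003 rows, with 826 different gene names. The log2 changes calculated from the deposited arrays equal those in the table to within 5e-06. Of the rows held, 988 pass the criteria applied here, which leave out features marked as outliers on either array.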

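Table S3 pairs each of 1189 features with its log2 change after 9 h of Wnt3A, and names 988 different genes. It lists the features that rose, each as a difference between the si-control Wnt3A array and the control medium array. Calculated from the deposited arrays, the log2 changes differ from the tabulated ones by at most 5e-06.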

Table S3 **HEK293T Wnt-induced gene list after 9 h Wnt induction—1,189 transcripts.**
(0.30 MB XLS) Click here for additional data file.

Table S4 **Primer and Morpholino sequences.**
(0.03 MB XLS) Click here for additional data file.

## Abbreviations

BrdU: bromodeoxyuridine
CALM: clathrin-assembly protein-like lymphoid-myeloid
ChIP: chromatin immunoprecipitation
hpf: hours post-fertilization
*i-fabp*: intestinal fatty acid binding protein
qPCR: quantitative PCR

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539
**Supplement:** Figure S1 — Peptides identified and coverage of (A) Mllt10 and (B) Dot1l in Tcf4 complex in mouse small intestinal crypt. Amino acid sequences of Mllt10 and Dot1l detected in the Tcf4 immunoprecipitate from crypt lysates are underlined. (0.03 MB PDF)

**A**

Mlt10 Myeloid/lymphoid or mixed lineage-leukemia translocation to 10 homolog

Mass: 114157 Score: 109 Queries matched: 3 emPAI: 0.07

| Query                | Observed | Mr(expt)  | Mr(calc)  | ppm  | Miss | Score | Expect   | Rank | Peptide             |
|----------------------|----------|-----------|-----------|------|------|-------|----------|------|---------------------|
| <a href="#">394</a>  | 458.2669 | 914.5193  | 914.5185  | 0.84 | 1    | 32    | 0.046    | 1    | RRLEEQIK.N          |
| <a href="#">428</a>  | 466.2518 | 930.4890  | 930.4883  | 0.77 | 1    | 50    | 0.00066  | 1    | K.RLEDTAAR.F        |
| <a href="#">1992</a> | 780.3823 | 1558.7500 | 1558.7475 | 1.61 | 0    | 84    | 1.7e-007 | 1    | K.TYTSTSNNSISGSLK.N |

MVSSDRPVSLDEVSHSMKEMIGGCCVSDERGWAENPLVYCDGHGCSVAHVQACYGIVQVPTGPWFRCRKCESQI  
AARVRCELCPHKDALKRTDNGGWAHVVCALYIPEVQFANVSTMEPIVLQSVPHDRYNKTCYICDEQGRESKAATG/  
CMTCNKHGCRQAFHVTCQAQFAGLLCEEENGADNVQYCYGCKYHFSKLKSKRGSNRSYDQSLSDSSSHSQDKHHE  
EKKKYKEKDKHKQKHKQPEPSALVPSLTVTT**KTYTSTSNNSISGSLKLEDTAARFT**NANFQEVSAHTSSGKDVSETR  
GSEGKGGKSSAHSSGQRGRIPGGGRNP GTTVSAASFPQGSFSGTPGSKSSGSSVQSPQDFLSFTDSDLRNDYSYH  
QQSSATKDVHKGESGQEGGVNSBTIGLPSTSAVTSQPKSFENSPGDLGNSSLPTAGYKRAQTSGIEETVKEKKRK/  
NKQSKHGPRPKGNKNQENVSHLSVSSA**PTSSV**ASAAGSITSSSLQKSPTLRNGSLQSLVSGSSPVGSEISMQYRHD  
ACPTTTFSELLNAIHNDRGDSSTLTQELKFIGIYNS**MD**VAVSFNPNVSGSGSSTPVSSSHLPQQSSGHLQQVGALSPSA  
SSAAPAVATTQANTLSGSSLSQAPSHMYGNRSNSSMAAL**IQ**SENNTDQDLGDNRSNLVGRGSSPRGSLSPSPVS  
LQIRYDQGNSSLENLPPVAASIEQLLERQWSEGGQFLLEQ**GP**SDILGMLKSLHLQV**ENRLEEQIKN**TAKKERLQL  
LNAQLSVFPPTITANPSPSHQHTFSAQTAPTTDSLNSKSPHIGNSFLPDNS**LP**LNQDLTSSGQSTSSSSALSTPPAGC  
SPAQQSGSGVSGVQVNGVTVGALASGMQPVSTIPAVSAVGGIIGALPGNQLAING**BA**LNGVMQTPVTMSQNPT  
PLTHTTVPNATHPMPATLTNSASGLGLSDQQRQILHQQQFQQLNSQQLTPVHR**PH**FTQLPPTHFSPSM

**B**

Dot11 Histone H3 methyltransferase DOT1 variant c

Mass: 129542 Score: 67 Queries matched: 3 emPAI: 0.02

| Query                | Observed | Mr(expt)  | Mr(calc)  | ppm  | Miss | Score | Expect | Rank | Peptide           |
|----------------------|----------|-----------|-----------|------|------|-------|--------|------|-------------------|
| <a href="#">1557</a> | 399.2108 | 1194.6107 | 1194.6105 | 0.18 | 0    | 34    | 0.0087 | 1    | K.EISAHNQQLR.E    |
| <a href="#">1795</a> | 492.6180 | 1474.8321 | 1474.8296 | 1.69 | 0    | 23    | 0.16   | 1    | R.IVSSKPFAPLNFR.I |
| <a href="#">1795</a> | 568.2935 | 1134.5725 | 1134.5703 | 1.93 | 0    | 43    | 0.0025 | 1    | R.NLSDIGTIMR.V    |

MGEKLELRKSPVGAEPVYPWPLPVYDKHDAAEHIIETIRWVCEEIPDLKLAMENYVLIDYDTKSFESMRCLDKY  
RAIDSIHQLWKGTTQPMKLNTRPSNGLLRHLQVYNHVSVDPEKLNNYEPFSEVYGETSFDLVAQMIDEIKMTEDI  
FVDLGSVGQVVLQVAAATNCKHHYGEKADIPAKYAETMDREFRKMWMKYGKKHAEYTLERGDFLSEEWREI/  
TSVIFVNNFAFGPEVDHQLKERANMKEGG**RIVSSKPFAPLNFR****NSRNLSDIGTIMRW**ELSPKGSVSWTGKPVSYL  
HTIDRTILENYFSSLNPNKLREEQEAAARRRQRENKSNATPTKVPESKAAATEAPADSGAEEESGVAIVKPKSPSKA  
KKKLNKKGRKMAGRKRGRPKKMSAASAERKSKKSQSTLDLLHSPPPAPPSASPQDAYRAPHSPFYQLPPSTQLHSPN  
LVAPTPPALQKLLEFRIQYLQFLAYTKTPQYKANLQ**QLD**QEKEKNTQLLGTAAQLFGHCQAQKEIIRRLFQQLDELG  
VKALTYNDLIQA**KEISAHNQQLR**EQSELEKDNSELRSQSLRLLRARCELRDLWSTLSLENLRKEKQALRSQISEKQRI  
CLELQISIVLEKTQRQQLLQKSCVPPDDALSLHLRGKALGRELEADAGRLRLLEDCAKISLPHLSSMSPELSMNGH  
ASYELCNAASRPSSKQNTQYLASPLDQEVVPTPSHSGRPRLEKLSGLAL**PT**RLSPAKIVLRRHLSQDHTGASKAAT!  
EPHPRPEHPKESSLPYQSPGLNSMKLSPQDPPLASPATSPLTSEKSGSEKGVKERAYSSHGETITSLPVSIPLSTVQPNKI  
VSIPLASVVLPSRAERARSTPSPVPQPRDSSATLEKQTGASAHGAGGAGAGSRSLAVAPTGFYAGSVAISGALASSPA/  
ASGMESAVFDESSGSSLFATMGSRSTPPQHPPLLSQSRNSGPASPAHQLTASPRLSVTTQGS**LP**KGELPSDPAFSD  
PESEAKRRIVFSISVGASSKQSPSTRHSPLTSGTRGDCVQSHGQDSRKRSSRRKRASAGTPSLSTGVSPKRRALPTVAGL  
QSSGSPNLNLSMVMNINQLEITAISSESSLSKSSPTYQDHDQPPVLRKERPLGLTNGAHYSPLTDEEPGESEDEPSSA  
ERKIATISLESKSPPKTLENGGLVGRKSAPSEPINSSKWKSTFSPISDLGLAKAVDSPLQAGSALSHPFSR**PE**EPAA  
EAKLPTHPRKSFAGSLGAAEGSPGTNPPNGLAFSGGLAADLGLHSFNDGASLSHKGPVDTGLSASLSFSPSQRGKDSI  
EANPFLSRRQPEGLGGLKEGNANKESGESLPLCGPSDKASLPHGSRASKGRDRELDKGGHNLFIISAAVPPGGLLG  
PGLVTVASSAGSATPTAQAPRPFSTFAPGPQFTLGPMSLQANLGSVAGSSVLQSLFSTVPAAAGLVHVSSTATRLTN  
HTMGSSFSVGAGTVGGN

**Figure S1.** Peptides identified and coverage of (A) Mlt10 and (B) Dot11 in Tcf4 complex in mouse small intestinal crypt. Amino acid sequences of Mlt10 and Dot11 detected in the Tcf4 immunoprecipitate from crypt lysates are underlined.

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539
**Supplement:** Figure S2 — Specific enrichment of Mllt10 and Dot1l, and H3K79 di-/tri-methylation at c-Myc locus in mouse crypts. (A) Schematic representation of the mouse amplicons scanned in ChIP experiments by qPCR. Purified crypt and villus fractions from mouse intestine were subjected to ChIP using antibodies directed against Tcf4 (B), β-catenin (C), Mllt10/Af10 (D), Dot1l (E), di-methyl H3K79 (F), and tri-methyl H3K79 (G). Chromatin was immunoprecipitated with the specified antibodies followed by qPCR using primer pairs spanning the c-Myc locus as indicated in (A). Results are presented as percent immunoprecipitated over input and are representative of three independent experiments. (0.07 MB PDF)

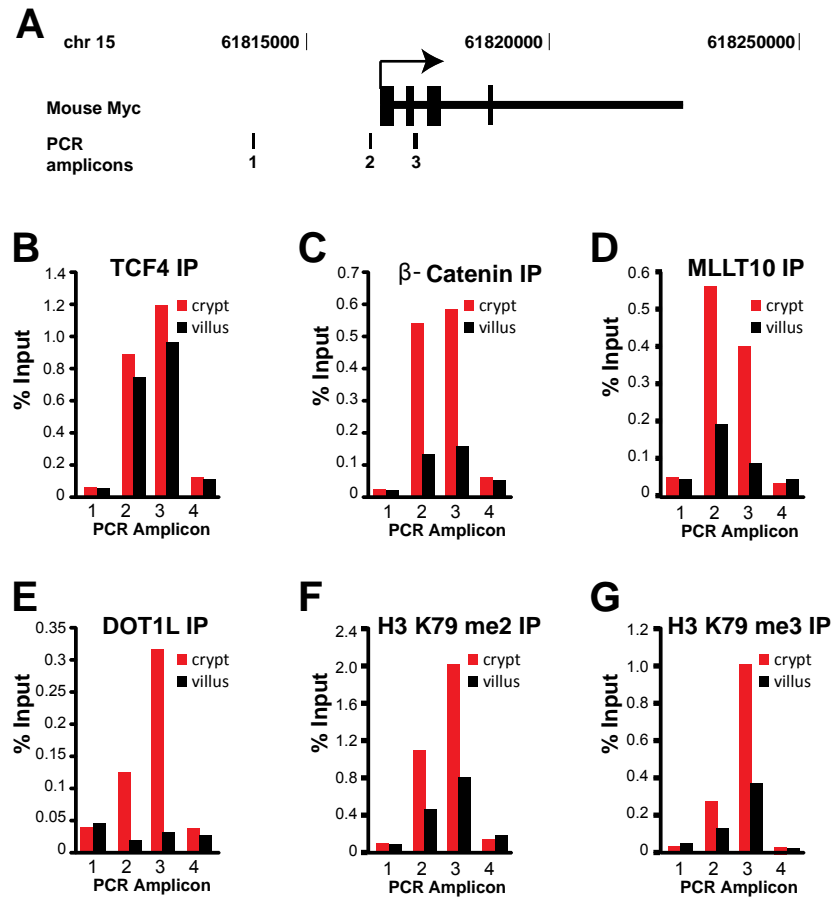

**Figure S2. Specific enrichment of Mllt10 and Dot1l, and H3K79 di-/tri-methylation at *c-Myc* locus in mouse crypts.** (A) Schematic representation of the mouse amplicons scanned in ChIP experiments by qPCR. Purified crypt and villus fractions from mouse intestine were subjected to ChIP using antibodies directed against Tcf4 (B),  $\beta$ -catenin (C), Mllt10/Af10 (D), Dot1l (E), dimethyl H3K79 (F) and trimethyl H3K79 (G). Chromatin was immunoprecipitated with the specified antibodies followed by qPCR using primer pairs spanning the *c-Myc* locus as indicated in (A). Results are presented as percent immunoprecipitated over input and are representative of three independent experiments.

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539
**Supplement:** Figure S3 — β-catenin recruits Mllt10/Af10 to Wnt targets. (A) Ls174T CRC lysates were immunoprecipitated with antibodies against TCF4 (left panel) and β-catenin (right panel) and analyzed by Western blotting with the indicated antibodies for binding to MLLT10/Af10 and DOT1L. (B–H) β-catenin-dependent H3K79 methylation and recruitment of MLLT10 and DOT1L to c-MYC gene in Ls174T CRC. (B) Schematic representation of human c-MYC locus and amplicons scanned in ChIP assays by qPCR. ChIP experiments in Ls174T CRC uninduced or induced with Dox using antibodies against (C) TCF4, (D) β-catenin, (E) MLLT10, (F) DOT1L, (G) H3K79 dimethyl, and (H) H3K79 trimethyl. Immunoprecipitated DNA was analyzed by qPCR using primer pairs specific for the c-MYC locus as indicated. Results are presented as percent immunoprecipitated over input and are representative of three independent experiments. (0.08 MB PDF)

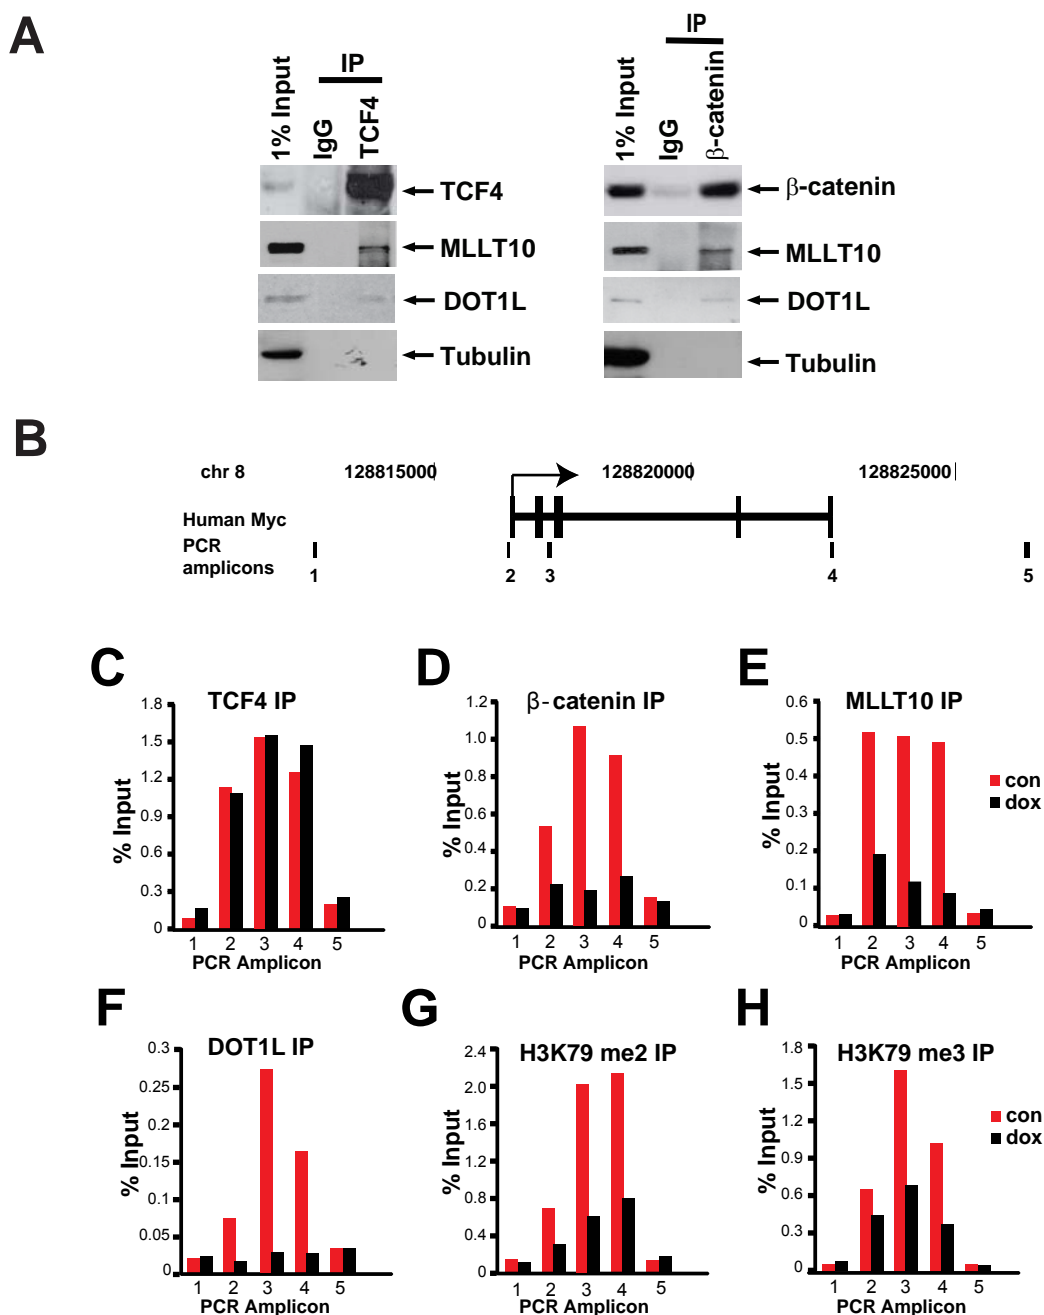

**Figure S3.  $\beta$ -catenin directly recruits Mllt10/Af10 to Wnt targets.** (A) Ls174T CRC lysates were immunoprecipitated with antibodies against TCF4 (left panel) and  $\beta$ -catenin (right panel) and analyzed by Western blotting with the indicated antibodies for binding to MLLT10/Af10 and DOT1L. (B-H)  $\beta$ -catenin-dependent H3K79 methylation and recruitment of MLLT10 and DOT1L to *c-MYC* gene in Ls174T CRC. B) Schematic representation of human *c-MYC* locus and amplicons scanned in ChIP assays by qPCR. ChIP assays in Ls174T CRC uninduced or induced with Dox using antibodies against (C) TCF4 (D)  $\beta$ -catenin (E) MLLT10 (F) DOT1L (G) H3K79 dimethyl and (H) H3K79 trimethyl. Immunoprecipitated DNA was analyzed by qPCR using primer pairs specific for the *c-MYC* locus as indicated. Results are presented as percent immunoprecipitated over input and are representative of three independent experiments.

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539
**Supplement:** Figure S4 — Mllt10/Af10 interacts directly with β-catenin. (A) Recombinant GST-fused TCF4 and β-catenin proteins were used in pull-down assays with in vitro translated S35 labeled MLLT10 to examine direct interaction. (B) Schematic representation of N-Terminal and C-Terminal MLLT10 deletion mutants and S35 labeled ΔC- and C-Terminal β-catenin deletion mutants used in GST pulldown assays (C). N-Terminal MLLT10 interacts directly with the β-catenin C-terminal domain. (0.03 MB PDF)

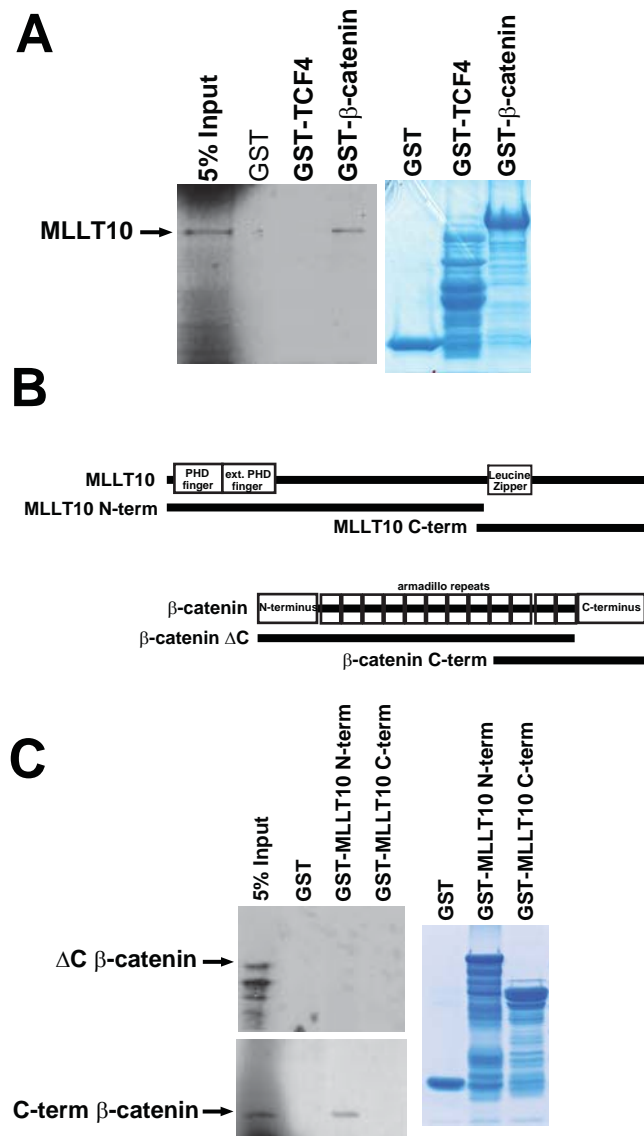

**Figure S4. Mllt10/Af10 interacts directly with  $\beta$ -catenin.** (A) Recombinant GST-fused TCF4 and  $\beta$ -catenin proteins were used in pull-down assays with in vitro translated S35 labeled MLLT10 to examine direct interaction. (B) Schematic representation of N-Terminal and C-Terminal MLLT10 deletion mutants and S35 labeled  $\Delta$ C- and C-Terminal  $\beta$ -catenin deletion mutants used in GST pulldown assays (C). N-Terminal MLLT10 interacts directly with the  $\beta$ -catenin C-terminal domain.

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539
**Supplement:** Figure S5 — (A) Significant overlap between differentially regulated genes in response to MLLT10 or DOT1L depletion in HEK293T cells after Wnt stimulation. Comparison of the corresponding expression pattern after siRNA suppression of MLLT10/AF10 or DOT1L in Wnt induced condition. Heatmap showing 1,116 transcripts after siRNA depletion of MLLT10 and 9 h Wnt stimulation in HEK293T cells with greater than 1.5-fold variation. Also shown is comparison of the corresponding expression pattern of genes induced after 9 h Wnt treatment and after siRNA suppression of DOT1L. Red, upregulated after MLLT10 suppression; green, downregulated after MLLT10 suppression; grey, missing data. (B) Venn diagram comparatively depicting genes suppressed upon MLLT10 and DOT1L depletion in HEK293T cells under Wnt-induced conditions. (0.03 MB PDF)

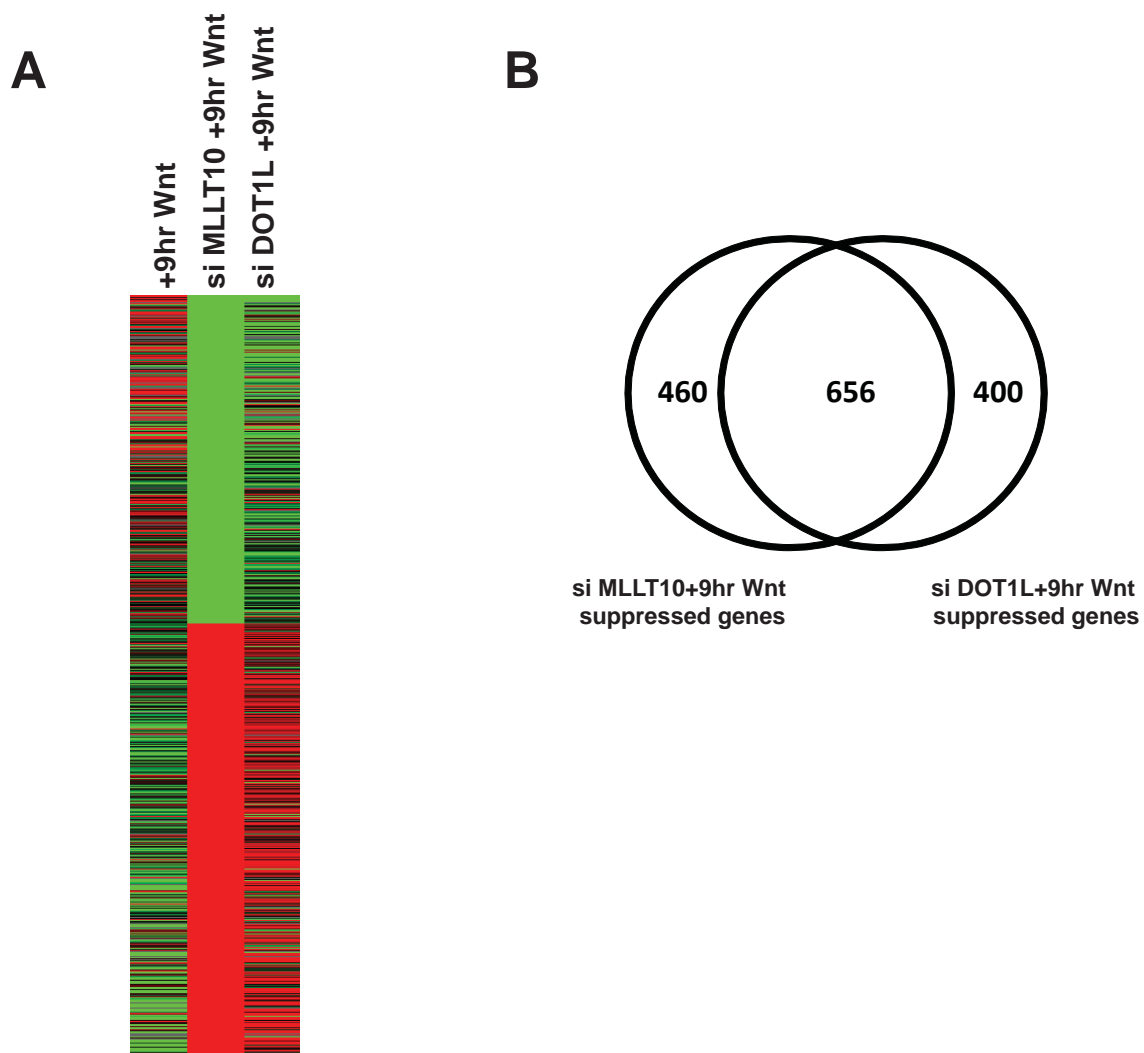

**Figure S5. (A) Large overlap between differentially regulated genes in response to MLLT10 or DOT1L depletion in HEK293T cells after Wnt stimulation.**

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539

**Figure S7. Depletion of *mllt10* and *dot1l* rescues *axin2* mis-expression in *apc mcr/mcr* zebrafish, mimicking *tcf7l2* depletion.**

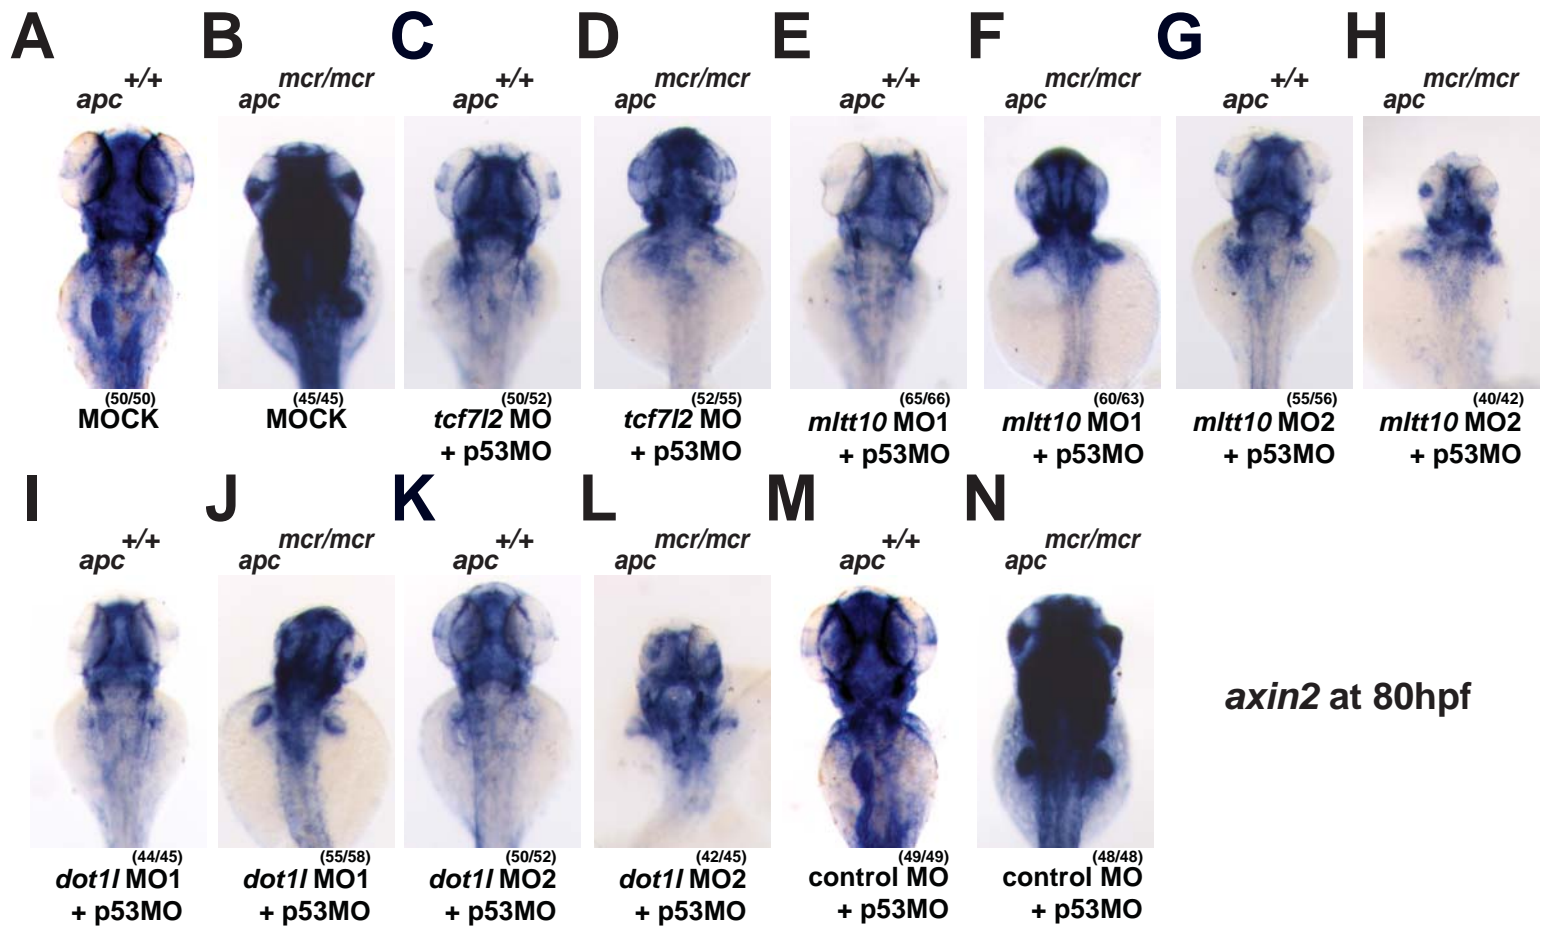

**Supplement:** Figure S7 — Depletion of tcf7l2, mllt10/af10 and dot1l rescues mis-expression of axin2 in apcmcr/mcr zebrafish, placing these genes downstream of Apc as Wnt target gene activators (A–N). Representative whole mount in situ hybridizations for axin2 in wild type and apcmcr/mcr mutant embryos at 80 hpf injected with (A,B) buffer alone, (C,D) MO against tcf7l2, (E–H) two independent mllt10/af10 MOs, (I–L) two independent dot1l MO, and (M,N) control MO. All MOs have been coinjected with a MO against p53. All images were captured using the same exposure and represent at least three independent experiments. In parentheses number of embryos showing described phenotype per number of total embryos analyzed. (0.06 MB PDF)

# Supplementary material for: The Leukemia-Associated Mllt10/Af10-Dot1l Are Tcf4/β-Catenin Coactivators Essential for Intestinal Homeostasis
**Source:** PLoS Biol. 2010 Nov 16;8(11):e1000539. doi: 10.1371/journal.pbio.1000539
**Supplement:** Figure S8 — Depletion of tcf7l2 , mllt10 , or dot1l does not affect the expression levels of other tcf/lef family members in zebrafish embryos. RT-PCR analysis of lef1, tcf7, tcf7l1a, tcf7l1b, and tbp RNA expression levels in whole embryos injected with MO against p53 alone, or MO against p53 coinjected with MOs against tcf7l2, mllt10, dot1l, or control MO, respectively. (0.02 MB PDF)

**Figure S8. Depletion of *tcf7l2*, *mlt10* or *dot1l* does not affect expression levels of other *tcf/lef* members in zebrafish embryos.**

MO injected

|                |   |   |   |     |     |     |     |
|----------------|---|---|---|-----|-----|-----|-----|
| <i>p53</i>     | + | + | + | +   | +   | +   | +   |
| <i>control</i> | - | + | - | -   | -   | -   | -   |
| <i>tcf7l2</i>  | - | - | + | -   | -   | -   | -   |
| <i>mlt10</i>   | - | - | - | MO1 | MO2 | -   | -   |
| <i>dot1l</i>   | - | - | - | -   | -   | MO1 | MO2 |

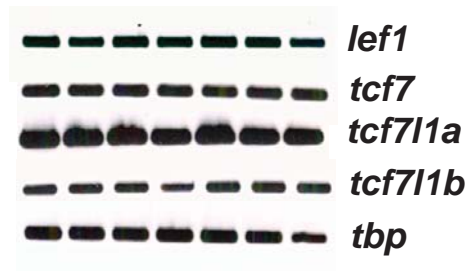

at 80hpf

How the deposited data were processed for this re-analysis (not part of the article)

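The data are 12 dual-color Agilent 4x44K Whole Human Genome arrays on 5 slides, 6 with RNA from Ls174T cells and 6 with RNA from HEK293T cells. In Ls174T cells, 2 arrays compare β-catenin-depleted with si-control RNA directly, with the dyes exchanged, and 1 array each holds si-control, MLLT10/AF10-, BRG1-, and p300-depleted RNA against universal human reference RNA. In HEK293T cells, 1 array each holds si-control RNA in control medium, si-control RNA after 9 h of Wnt3A, and MLLT10/AF10-, DOT1L-, BRG1-, and p300-depleted RNA after 9 h of Wnt3A, all against the reference RNA. The sample labels give 15 nM siRNA and 72 h of transfection. The methods describe reference RNA on every array, and the labels of the β-catenin pair give si-control RNA in the other channel, which was followed here.

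The authors scanned the arrays and read them with the Agilent Feature Extraction program, whose version in the file headers is 10.5.1.1. The intensities that the authors deposited are, per feature and channel, the median signal, the local background, and the processed signal, which the program had background-subtracted and dye-normalized within each array. The deposited log10 ratios are those of processed Cy5 over processed Cy3 signal, each with the error from the program's error model. The program sets the log10 ratio to 0 where neither channel has usable signal, which held for 25.2% and 36.2% of the features on the β-catenin pair and for 6.16% to 10.3% on the other arrays. The deposited table of values for the same arrays holds these log10 ratios, with the direction of 1 array of the pair turned. After conversion of both to log2, the largest difference was 1.56e-05.

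From these files, the log10 ratios were converted to log2 and turned to sample over reference, or to β-catenin-depleted over si-control. The β-catenin change is the mean of both arrays of the pair, which hold the same RNA and count as 1 replicate. The Ls174T knockdown changes are differences to the si-control array, the Wnt3A change is the difference of the si-control Wnt3A array to the control medium array, and the HEK293T knockdown changes are differences to the si-control Wnt3A array. Features were kept where the signal in either channel exceeded 2-fold the local background on every array compared, and control spots and features marked as outliers were left out. Thresholds were 2-fold in Ls174T and 1.5-fold in HEK293T cells, after the paper. Counts are of features. Spots of a probe were averaged for values of single genes. The files give RefSeq accessions and no gene names, so 27612 of 29084 features with such an accession (94.9%) were given a symbol through a RefSeq gene table, and Tables S2 and S3 gave symbols for some others. No genomic coordinates are used.

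Precision is limited by the number of arrays. With 1 biological replicate per condition no test between conditions was made, and no p-values are given. The error stated with a value of a gene is the program's error, combined over the arrays of the comparison, and does not include the spread between cultures. For a probe with several spots it is the mean of the spot errors and is not reduced for their number. The probes printed in 10 spots per array, where at least 5 spots were well-measured, had a median SD between spots of 0.03 to 0.07 on the log2 scale. The median signal of the sample channel was 1.66 to 1.73 times the local background on the β-catenin pair, 2.27 to 3.47 times on the Ls174T reference arrays, and 2.64 to 3.24 times on the HEK293T arrays. No feature was saturated (0 on every array).

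Since comparisons that share a control array share its chance error, unchanged groups were simulated in 100 draws, with the program error of each feature as the SD, and their values are given beside the observed ones. The medians of feature lists were set against 10000 random lists of the same size, matched on mean signal in 20 bins, as a description of these arrays. Percentages have exact 95% binomial intervals and correlations 95% intervals from Fisher's z. The steps were tested on simulated data. In the MLLT10/AF10 comparison of HEK293T cells, over 28011 features, all 200 induced features put in at a log2 change of 1.5 were recovered (100%), 99% of the 100 made to lose the induction were recovered as suppressed, 3% of those that kept it were called suppressed, and 4.79% of unchanged features were called induced. The change of 1.5 put in is larger than the observed median of 0.84 for induced features, and recovery of smaller changes was not tested. In the MLLT10/AF10 comparison of Ls174T cells, over 936 features, a correlation of 0.6 put in was recovered as 0.607. No array error was added there, so this value checks the calculation only.

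The genes named are the siRNA targets, the genes the paper names for its Ls174T and HEK293T panels, the 3 largest increases and decreases per list among probes well above background, and a list of 24 Wnt targets written from general knowledge. This list was written before the array files were examined, at a time when Tables S2 and S3 could be read. Processing alternatives were set before the data were examined, apart from 1. They are normexp background correction with an offset of 50 followed by loess in limma, the deposited table of values, the sample channel alone scaled to its 75th percentile, other filters on dim features, keeping features marked as outliers, counting probes or genes, leaving out either array of the β-catenin pair, other thresholds, Spearman correlation, all well-measured features, and comparisons without the si-control Wnt3A array. Normexp had been planned on mean signals and was run on median signals, since the files hold no mean signals. The alternative chosen after seeing the data replaces, before normexp, the local background of spots marked as background outliers by the median of their array. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. The supplied copy of Table S2 was used to compare log2 changes and for gene symbols. RT-qPCR, Western blot, ChIP, and zebrafish measurements were not analysed here.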

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

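Both tests given here were chosen after the opposite directions had been seen.

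Of 163 pairs of a probe and a knockdown that could be set side by side for the named genes, 4 changed more than 1.5-fold in opposite directions in Ls174T and HEK293T cells after the same siRNA. The difference between the cell lines was not tested, since each value comes from 1 comparison of single arrays. After BRG1 depletion, ETS2 (A_23_P257924) changed by 0.75 in Ls174T and −0.81 in HEK293T cells on the log2 scale, and RGMB (A_24_P363100) by −0.81 and 0.59. After p300 depletion, NOTUM (A_23_P101007) changed by 0.80 and −0.68, and RGMB (A_24_P363100) by −1.24 and 0.61.

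The Ls174T si-control array shares a slide with the HEK293T BRG1 and p300 arrays and enters with the opposite sign, so a difference between slides could give opposite directions. When the sample channel was used alone, 2 of the 4 pairs were still opposite past 1.5-fold. These were NOTUM, at 1.20 and −0.93, and ETS2, at 0.60 and −0.80. The RGMB changes became 0.26 and 0.00 after BRG1 depletion and −0.30 and −0.54 after p300 depletion. A difference between slides that acts on both channels would not be removed this way, and slide and knockdown cannot be told apart here.

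A probe that does not follow its gene is another candidate explanation. ETS2 has 2 other probes and RGMB 1, and 0 of the comparisons on these probes were opposite past 1.5-fold. This count does not show whether the other probes moved in opposite directions by less than 1.5-fold, so it does not decide. Averaged over the ETS2 probes measured in each cell line, the BRG1 changes were still opposite, 0.40 in Ls174T and −0.54 in HEK293T cells. NOTUM has no other probe, so the explanation was not tested for NOTUM. A difference in response between the cell lines stays open and was not tested.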

How the results depend on the processing

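The correction that replaces outlying local backgrounds before normexp was chosen after seeing the data, and the other alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 biological replicate. Comparisons of a knockdown with its si-control within a slide give no further value. No knockdown array shares a slide with that control except that of MLLT10/AF10 in Ls174T cells. In HEK293T cells the MLLT10/AF10 and DOT1L arrays share a slide with the control medium array. Their changes over control medium, given further on, are therefore comparisons within a slide. Of the alternative values for the 14 summary results, 92 stayed within their limits, 101 moved beyond them, and 6 changed direction. Of those for the 304 values of single genes, 1372 stayed within the program error, 163 moved, and 16 changed direction. Except where a cause is given, the cause was not tested.

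The MLLT10/AF10 correlation in Ls174T cells stayed above those of BRG1 and p300 in every alternative run, from 0.304 to 0.535. It was lower without a filter on dim features (0.381), with features well-measured on at least 1 array (0.427), with 1 array of the β-catenin pair left out (0.430 to 0.487), at a 1.5-fold threshold (0.453), and over all well-measured features (0.304). The BRG1 correlation became more negative with both channels above background (−0.121), the sample channel well above background (−0.136), and the replaced backgrounds (−0.158). The p300 correlation was −0.249, −0.263, and −0.220 in these settings, −0.0507 with normexp, and −0.0721 over all well-measured features.

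The number of features past 2-fold after β-catenin depletion was 599 with normexp, 609 with replaced backgrounds, 1763 without a filter, 623 with both channels above background, 583 genes, and 3152 past 1.5-fold. The last follows from the lower threshold. With 1 array left out it was 1256 or 1341. The number of Wnt3A-induced features was 2528 with normexp, 578 with replaced backgrounds, 4682 with the sample channel alone, 3981 without a filter, 405 with both channels above background, 556 genes, and 402 past 2-fold. The split of higher against lower features after Wnt3A, 1172 to 777, became 2528 to 5682 with normexp, 578 to 153 with replaced backgrounds, 4682 to 1092 with the sample channel alone, and 931 to 1040 with the sample channel well above background. The median of all features in the BRG1 comparison of HEK293T cells was 0.0112, and it became 0.100 with normexp and −0.117 with the sample channel alone.

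The share of suppressed features that are Wnt3A-induced, in the order MLLT10/AF10, DOT1L, BRG1, p300, was higher for MLLT10/AF10 and DOT1L than for BRG1 and p300 in the alternatives other than normexp and those without the si-control Wnt3A array. It was 45.8%, 61.2%, 15.9%, and 24.5% with replaced backgrounds, and 71.7%, 75.1%, 47.0%, and 54.6% with the sample channel alone. Without a filter it was 37.0% for BRG1 and 42.6% for p300. It was 31.9%, 50.4%, 9.74%, and 13.7% with both channels above background, 39.8%, 48.3%, 15.2%, and 20.9% with the sample channel well above background, and 45.5%, 46.7%, 20.4%, and 28.3% past 2-fold. With both channels above background, the suppressed features behind these shares numbered 188, 129, 2032, and 846. Counting genes gave 55.5%, 59.7%, and 34.2% for MLLT10/AF10, DOT1L, and p300, and features well-measured on at least 1 array gave 24.2% for BRG1. With normexp the shares were 12.9%, 3.83%, 70.7%, and 6.83%. They were 5.42%, 4.65%, 6.34%, and 4.65% with the Wnt3A-induced features defined without the si-control Wnt3A array, and 11.6%, 14.1%, 11.5%, and 15.2% with suppression measured without it.

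The medians of the Wnt3A-induced features, in the same order, were −0.0354, −0.000515, −0.59, and 0.00990 with normexp, where the p300 value changed direction. They were −0.34, −0.42, −0.72, and −0.52 with replaced backgrounds, −0.28, −0.19, −0.63, and −0.35 with both channels above background, −0.40, −0.35, −0.66, and −0.50 with the sample channel well above background, and −1.03, −1.07, −1.38, and −1.31 past 2-fold. The sample channel alone gave −0.72, −0.73, and −1.08 for MLLT10/AF10, DOT1L, and BRG1, no filter −0.71, −0.70, and −0.84 for the same, and genes −1.003 for BRG1. With the induced features defined without the si-control Wnt3A array they were 0.15, 0.15, −0.27, and 0.0611, and with suppression measured without it 0.18, 0.18, −0.25, and −0.0933, so MLLT10/AF10 and DOT1L changed direction in both and p300 in the first. Both settings cancel or leave out a loss that the knockdowns share, so their shares and medians cannot show one.

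The overlap of MLLT10/AF10-suppressed with DOT1L-suppressed features was 36.4% with normexp and 36.4% with replaced backgrounds, 75.5% with the sample channel alone, 21.8% with both channels above background, 38.0% with the sample channel well above background, 55.2% with features well-measured on at least 1 array, 62.1% for genes, and 39.7% against the mean of the BRG1 and p300 arrays.

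Single genes past the threshold changed direction under 3 settings. With normexp, the Wnt3A changes became −0.34 for EPHB3, 0.71 for MLLT10 (A_23_P149912), −0.46 for TCF7, 0.34 for WDR17, 0.0583 for FOXP2, and 1.89 for NOL4. With replaced backgrounds, ASCL2 (A_23_P105088) in Ls174T cells became 0.51 after BRG1 and 1.00 after p300 depletion. With the sample channel alone, this probe became 1.03 and 1.53, AXIN2 (A_24_P298027) 0.29 and 0.0515, RGMB (A_24_P363100) 0.26 after BRG1 depletion in Ls174T and −0.54 after p300 depletion in HEK293T cells, and the Wnt3A changes of WDR17 and FOXP2 1.00 and 0.85. Of the gene values short of the threshold, 59 changed sign with the sample channel alone, 39 with normexp, 24 with replaced backgrounds, and 1 with the dye-swapped β-catenin array left out.

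The cause of the normexp values was looked into. On 4 arrays (BRG1 and p300 in Ls174T, control medium and BRG1 in HEK293T cells) between 4 and 20 spots per channel had a net signal below −50, and each of them was marked as a background outlier. The fitted background mean lay between −1548 and −197 on these arrays and between −16.1 and 10.7 on the others, and after replacement between −14.8 and 11.1 on all. Signal over background limits the list from the β-catenin pair, where 183 of 992 features (18.4%) were not well above background. It limits the Wnt3A-induced list more, where 433 of 1172 (36.9%) were not.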

Differences from the paper's values

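None of the values stated in the paper's text for these arrays differed from the values calculated here by the criteria used (more than 1.5 times for counts and percentages, and the 95% interval for correlations).

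Some statements differ in a gene or a direction. The paper names EPHB2 as lower in every Ls174T panel of its heat map of genes past 2-fold. EPHB2 was lower in all 4 comparisons, but its log2 change of −0.94 after β-catenin depletion lies short of 2-fold, and it passed 2-fold only when the dye-swapped array of the pair was left out (−1.16). RGMB is named as lower in every panel as well. This holds for the probe A_24_P363100, whereas the probe A_23_P58796 was higher after BRG1 and p300 depletion, by 0.24 and 0.23. With normexp and loess, the BRG1 change of that probe was −0.02, and the p300 change was above 0 in every alternative run.

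AXIN2 is reported as lower by RT-qPCR after MLLT10/AF10 depletion in Ls174T cells. On the arrays its 3 probes changed by 0.18, 0.15, and 0.33, each within its program error.

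MLLT10/AF10 and DOT1L are stated to share more of their target genes than a level that the overlap of 58.6% of the MLLT10/AF10-suppressed features does not reach. The overlap of 61.8% of the DOT1L-suppressed features reaches it, as does that of the MLLT10/AF10-suppressed features when genes were counted (62.1%) and with the sample channel alone (75.5%).

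Several settings reach a stated value. With the features marked as outliers kept, 1988 features changed after Wnt3A, 1189 of them higher, and 1116 were suppressed after MLLT10/AF10 depletion, which equal the paper's counts. The numbers of unique genes in the paper lie above the 643 and 1157 symbols found here. In the first list 803 of the 992 features have a symbol here, and the copy of Table S2 names 826 genes in its 1002 rows, of which 988 pass the criteria used here. With the first or the dye-swapped array of the β-catenin pair left out, the first number was 817 or 816, from 1256 or 1341 features, and with features well-measured on at least 1 array the numbers were 857 and 1386. The paper's shares for BRG1 and p300 lie below the 22.5% and 32.2% found here. The counts printed in Fig. 5H, which were found here with the features marked as outliers kept, apart from 1 count that differs by 1, give 22.6% and 32.2% as well. The setting nearest to the first share in the text was a 2-fold threshold (20.4%), and the nearest to the second was counting probes (30.9%).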

Other observations

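The test of features near background and the test of the induction that known Wnt targets kept were chosen after the results were seen, and the readings of the comparison that shares no array, of the features induced in the other knockdown arrays, of the known targets after p300 depletion, and of the features well above background against simulated groups were widened after their first values were seen.

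Wnt3A-induced features were lower in all 4 HEK293T knockdowns, and the si-control Wnt3A array enters the Wnt3A comparison and each knockdown comparison with opposite signs. A difference in the reference channel between slides is argued against as the whole cause, since −2.86% of the mean Wnt3A change of the induced features came from the reference channel. The induced features well above background had medians of −0.40, −0.36, −0.70, and −0.56 after MLLT10/AF10, DOT1L, BRG1, and p300 depletion, and unchanged groups simulated with the shared array had −0.37 for each. Signal near background is argued against as the whole cause for BRG1 and p300, and cannot be told from these values for MLLT10/AF10 and DOT1L, where the medians are close to those that the shared array gives. The dimmer ones had −1.02, −1.05, −1.36, and −1.34, so signal may add to the size. Chance error of the si-control Wnt3A array was tested with features induced in the other 3 knockdown arrays over control medium. Their median change was 0.15 after MLLT10/AF10, 0.15 after DOT1L, and 0.0611 after p300 depletion, none of them below 0, so chance error of that array is not excluded. The median change was −0.27 after BRG1 depletion. Random lists matched on signal to the Wnt3A-induced features had a median of −0.22 after BRG1 depletion, with limits of −0.32 and −0.14. The −0.27 lies within these limits. The lists were matched to another set of features, so chance error of that array is not excluded for BRG1 either. A loss of induction in every knockdown would also remove features from such a set, so a loss common to the knockdowns stays open.

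A biological explanation, loss of the Wnt3A response of known targets, was tested on the 7 genes of the Wnt target list that Wnt3A induced more than 1.5-fold (AXIN2, CCND1, DKK1, EPHB3, NKD1, SP5, and TCF7). Their median induction over control medium was 90.7% of that in si-control cells after MLLT10/AF10 depletion, 112% after DOT1L depletion, and 78.4% after p300 depletion. Over the 22 genes of the list measured in HEK293T cells, the median over control medium was 0.38 in si-control cells with Wnt3A (percentile 100 of 10000 random lists), 0.25 after MLLT10/AF10 depletion (percentile 99.9), 0.29 after DOT1L depletion (percentile 100), 0.11 after BRG1 depletion (percentile 92.0), and 0.0627 after p300 depletion (percentile 66.7). Both sets of values argue against a loss of most of the median induction after MLLT10/AF10 and DOT1L depletion. They do not exclude a partial loss, since the percentages are ratios of single-array changes and the program errors were not carried into them. For p300 the sets of values point different ways and leave a loss open. After BRG1 depletion 27.5% was left, which a loss would give. The MLLT10/AF10 and DOT1L arrays share a slide with the control medium array, and the BRG1 and p300 arrays lie on another. Slide therefore cannot be told apart from knockdown where BRG1 or p300 is set against MLLT10/AF10 or DOT1L. More than 50% of the induction was kept in 6, 6, 3, and 7 of the 7 genes after MLLT10/AF10, DOT1L, BRG1, and p300 depletion. The 7 genes were selected by the si-control Wnt3A array, so the list is not independent of it. Over all induced features, 35.5%, 37.1%, 2.17%, and 9.56% of the median induction was left in the same order, and simulated unchanged groups gave 53.9%, 53.4%, 54.0%, and 53.4%. Relative to si-control cells with Wnt3A, the 22 genes had median changes of −0.06 (percentile 8.66), 0.01 (percentile 49.1), −0.18 (percentile 6.45), and −0.22 (percentile 0.14) after MLLT10/AF10, DOT1L, BRG1, and p300 depletion. Over the 16 genes measured in Ls174T cells, the median change was −1.12 after β-catenin depletion (percentile 0 of 10000 random lists), −0.10 after MLLT10/AF10 depletion (percentile 0.27), −0.00 after BRG1 depletion (percentile 59.3), and −0.14 after p300 depletion (percentile 3.43).

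The larger Wnt3A-induced share among MLLT10/AF10- and DOT1L-suppressed features may follow from the larger numbers of features that BRG1 and p300 depletion suppressed. With the 1029 most suppressed features taken from each knockdown, the share was 45.2% for BRG1 and 49.6% for p300, within 10 percentage points of the 52.1% for MLLT10/AF10. The order of the 4 shares was kept. Slide cannot be told apart from knockdown here, because no knockdown array shares the slide of the si-control Wnt3A array. With the sample channel alone the shares among all suppressed features were 71.7%, 75.1%, 47.0%, and 54.6% after MLLT10/AF10, DOT1L, BRG1, and p300 depletion, so the gap stayed.

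In Ls174T cells the MLLT10/AF10 changes correlated with the β-catenin changes (r = 0.505), the BRG1 changes did not (−0.0275), and the p300 changes correlated weakly in the negative direction (−0.154). A slide difference in the reference channel is argued against, since with the sample channel alone the MLLT10/AF10 correlation lay 0.492 above the higher of the BRG1 and p300 correlations. Signal near background is argued against as well, since over features well above background in the sample channel the gap was 0.649. A slide difference that acts on the sample channel stays open, because the MLLT10/AF10 array shares a slide with si-control and the other 2 do not. A difference in the role of the coactivators is a hypothesis that these arrays cannot separate from it.

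The overlap of MLLT10/AF10- and DOT1L-suppressed features was 58.6%, and simulated unchanged groups sharing the si-control Wnt3A array gave 28.5%. Simulated and observed calls differ in number, with 1352.12 features suppressed after MLLT10/AF10 depletion in the simulation and 1091 observed, so chance error above the program error on every array would give more calls than seen. An error divided unequally between the arrays was not simulated, and with 1 array per condition it stays open. In comparisons that share no array, features lower after DOT1L depletion than in the mean of BRG1 and p300 were 2.77 times as frequent among MLLT10/AF10-suppressed features as among all. Features higher in that comparison were 5.02 times as frequent, and the median was 0.18, so this test does not settle the question. The MLLT10/AF10-suppressed features were shared to 74.9% with p300 depletion, which suppressed more features, so whether the overlap is particular to the MLLT10/AF10 and DOT1L pair cannot be told from these counts.

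The changes of the same features after BRG1 or p300 depletion did not run the same way in the cell lines. Across features, which are not independent replicates, r between Ls174T and HEK293T changes was 0.0298 for MLLT10/AF10, −0.0388 for BRG1, and −0.182 for p300. More features passed 1.5-fold in opposite directions than in the same direction for BRG1 (763 and 590) and p300 (808 and 380). The reference channel is argued against as the source, since with the sample channel alone r was −0.313 for BRG1 and −0.413 for p300. A slide difference that acts on both channels stays open. The reference channel holds the same RNA on every array, yet its array differences correlated between the cell lines with r = −0.678 for BRG1 and −0.870 for p300, and also, more weakly, with −0.175 for MLLT10/AF10. The Ls174T si-control array shares a slide with the HEK293T BRG1 and p300 arrays. Slide and cell line cannot be told apart for this pattern, and a difference between the cell lines was not tested.

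The paper reports 5 genes as lower by RT-qPCR after MLLT10/AF10 depletion in Ls174T cells, measured at another time after transfection than the arrays. On the arrays, MYC changed by −0.28 after MLLT10/AF10 depletion (program error 0.29). For AXIN2, the probe A_23_P148015 changed by −1.97 after β-catenin depletion (program error 0.19), 0.18 after MLLT10/AF10 depletion (0.45), 0.01 after BRG1 depletion (0.44), and −0.22 after p300 depletion (0.43). The other AXIN2 probes changed by 0.15 and 0.33 after MLLT10/AF10 depletion, within their program errors of 0.51 and 0.59, and both were not well above background on the β-catenin arrays. After BRG1 and p300 depletion, A_24_P298027 changed by −0.79 and −0.98 and A_23_P159395 by −0.28 and −0.40. EPHB3 changed by −2.14, −0.12, −0.40, and −0.21 in the same order of siRNAs, with program errors of 0.70 to 0.72 for the last 3. ASCL2 probe A_32_P171061 changed by −2.81, −0.29, 0.04, and 0.51, with program errors of 0.75 to 0.81 for the last 3. ASCL2 probe A_23_P105088 was not well above background on the β-catenin arrays and changed by −1.20 after MLLT10/AF10 depletion (program error 0.86), −0.86 after BRG1 depletion (0.87), and −1.03 after p300 depletion (0.86). LGR5 was not well above background on the β-catenin arrays and changed by −0.18, 0.10, and −0.23 after MLLT10/AF10, BRG1, and p300 depletion (program errors 0.46 to 0.47).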
